# Impact of near continuous low dose rate neutron irradiation on pregnancy outcomes in mice

**DOI:** 10.1038/s41526-024-00438-9

**Published:** 2024-12-19

**Authors:** Jon G. Steller, Rebecca S. Blue, April E. Ronca, Andrew Goodspeed, Theresa L. Powell, Thomas Jansson

**Keywords:** Outcomes research, Developmental biology

## Abstract

The effects of galactic cosmic radiation on reproductive physiology remain largely unknown. We determined the impact of near-continuous low-dose-rate Californium-252 neutron irradiation (1 mGy/day) as a space-relevant analog on litter size and number of resorptions at embryonic day (E) 12.5 (*n* = 19 radiated dams, *n* = 20 controls) and litter size, number of resorptions, fetal growth, and placental signaling and transcriptome (RNA sequencing) at E18.5 (*n* = 21 radiated dams, *n* = 20 controls) in pregnant mice. A significantly increased early resorption rate and decreased placental weight were observed in irradiated mice. There were no statistically significant differences in litter size, fetal weight, length, or malformation rate between the groups. Near-continuous radiation had no significant effects on the mechanistic target of rapamycin (mTOR), endoplasmic reticulum stress or inflammatory signaling, rate of double-stranded DNA breaks, and had minimal effects on gene expression in the placenta. These data suggest that near-continuous, low-level galactic cosmic radiation has a limited impact on pregnancy outcomes.

## Introduction

As NASA and the commercial spaceflight industry prepare for long-duration exploration spaceflight missions to the Moon and Mars, the possibility of extra-terrestrial colonization remains a remote, but conceivable, future. Independent of future colonization goals, gynecological and reproductive considerations remain important to astronaut health and mission risk mitigation^1–4^. Specifically, understanding the impact that space radiation may have on fertility, fecundity, pregnancy, and fetal development is important for the protection of current crewmembers’ reproductive health. In the future, such knowledge will be simultaneously critical for both risk mitigation and human reproductive success during long-duration spaceflight or colonization^3–5,6^.

Among other sustained physiological challenges in the space environment, space radiation poses a potential risk to pregnancy and fetal viability. Studies determining the effect of spaceflight-related stressors on fertility, placentation, embryogenesis and development, and maternal health are lacking^3,4,7^. Extrapolating conclusions from terrestrial human and animal studies exploring the risks of radiation during pregnancy are severely limited given differences in types of radiation, total doses, dose-rates, and time of exposures that deviate substantially from those that would be encountered in spaceflight^8–12^. The current understanding of the risks associated with exposure to radiation in pregnancy is based upon a small body of information derived from relatively large, acute radiation exposures. Epidemiologic studies of pregnant women exposed to radiation, including atomic bomb survivors and women exposed to radiation for medical reasons (i.e., imaging or cancer treatment), have demonstrated elevated risk of miscarriage from acute gamma irradiation exposures of 50 mGy between 0-2 weeks of gestation^13–15^ (Table 1). The risk for fetal growth restriction and congenital anomalies begins at doses exceeding 200 mGy occurring during fetal organogenesis^13–15^. Further, exposures at 8-15 weeks of gestation of >60 mGy gamma irradiation may be associated with a higher incidence of fetal intellectual disability^13–15^. Additional studies have determined the impacts of terrestrial radiation exposures on pregnancy in rodents^16,17^ and reported that radiation can lead to fetal growth restriction^18–21^, a decrease in litter size^17^, a higher rate of resorption (miscarriage) or stillbirth^18^, and fetal anatomical anomalies^22–24^. However, even these studies were constrained by the use of large one-time or recurrent exposures of 10-300 mGy of x- or gamma irradiation, rather than low-dose, and low dose-rate continuous radiation exposures to heavy- or mixed-ion species more reflective of the space environment. Further, detailed analyses of pregnancy outcomes, including placental development and function are often omitted.

**Table 1:** Acute radiation exposure thresholds for increased risk of negative fetal impact in humans

Weeks Post-Conception	Estimated Dosing Thresholds
**0–2 weeks**	50-100 mGy – All-or-nothing resorption/miscarriage effect
**2–8 weeks**	> 200 mGy – Risk of induced developmental defects 200-250 mGy – Risk of fetal growth restriction
**8–15 weeks**	60-310 mGy – Risk of severe intellectual disability 200 mGy – Risk of microcephaly
**16–25 weeks**	250-280 mGy – Risk of severe intellectual disability

Adapted from the American College of Obstetrics & Gynecology’s Committee Opinion Number 723.

Radiation in the space environment primarily consists of constant, cumulative, and low dose-rate exposures to galactic cosmic radiation (GCR), consisting of complex, mixed species radiation^25–27^. Such exposures are strikingly different from the acute, one-time, or recurrent single-ion exposures used in previous studies of the impact of radiation on pregnancy. Most terrestrial radiation studies rely on x-ray or gamma irradiation exposures. In contrast, GCR includes protons and charged heavy ions that can deposit energy along their entire path, leading to more densely clustered collisions within tissues/cells and a higher rate of double-strand breaks in deoxyribonucleic acid (DNA)^10,11,25^. The International Commission on Radiological Protection (ICRP) has estimated relative biological effectiveness (RBE) for different types of radiation occurring in space including protons (RBE 2-5), neutrons (a continuous function ranging from 2.5-20 depending upon neutron energy), and heavy ion particles (RBE 20), respectively^26,27^. However, it is important to note that an appropriate model of the RBEs for spaceflight-associated irradiation specific to pregnancy-related effects has never been developed. Even so, differences in total dose exposures, dose-rates, radiation species (and their associated biological effects) limit the ability to extrapolate health outcomes from terrestrial studies to the space environment or to predict potential radiation-induced reproductive complications during spaceflight. Whether cumulative low-dose and dose-rate space radiation exposures during pregnancy result in similar biological sequelae to large, acute, or even recurrent exposures remains unclear.

On average, the estimated terrestrial natural background radiation dose-rate received by individuals at sea level is <0.003 mSv/day^28^. In comparison, measured daily exposures on the International Space Station (ISS) range from 0.2-0.4 mGy/day^29^. The estimated total body dose to astronauts traveling outside of low-Earth orbit (LEO) is approximately 1-2 mSv per day in interplanetary space and is estimated to be approximately 0.5-1 mSv/day on the surface of Mars^27,29–35^; recent advanced modeling of spaceflight radiation exposure to the female genitourinary system estimates doses of approximately 0.29 mGy-Eq/day to the uterus^36^. However, amniotic fluid will provide further fetal shielding for a developing fetus. Approximating these values from predicted dosing to blood-forming organs, the extrapolated daily dose-rates to a developing fetus in the uterus on Mars are estimated to range from 0.13-0.8 mGy-Eq/day^29,30,32–36^. Robust studies determining the impact of cumulative, low total dose, and low dose-rate exposures in these ranges on pregnancy are lacking.

While there is a paucity of research elucidating the effects of radiation on placental function, disruption from radiation-induced damage is known to impact fetal growth trajectory or body composition and predispose the human fetus to later disease^13–15^. Experiments in rodents and non-human primates have demonstrated that changes in placental function precede the occurrence of fetal growth restriction (FGR)^37,38^ strongly suggesting that inhibition of key placental signaling pathways is a cause of FGR rather than a secondary consequence of slowed fetal growth. Some key signal markers that have been found to be altered in the case of radiation-induced stress are presented in Table 2^16,22^.

**Table 2:** Previously reported differentially expressed genes in mouse placentas following radiation exposure^16,22^

Gene Symbol	Gene Name	Function
Afp	alpha fetoprotein	Fetal counterpart of serum albumin
Aqp1	aquaporin 1	Water channel protein
Brca1	BRCA1 DNA repair associated	Tumor suppressor
Cdkn1c	cyclin-dependent kinase inhibitor 1C	Negative regulator of cell proliferation
Egr1	early growth response 1	Transcriptional regulator
Ercc6	ERCC excision repair 6, chromatin remodeling factor	Transcription-coupled excision repair
Gem1	ERMES complex Ca(2+)-binding regulatory GTPase	Regulatory GTPase
Gpx1	glutathione peroxidase 1	Protects cells against oxidative damage
Hbb-y	hemoglobin Y, beta-like embryonic chain	Heme binding activity; Hemoglobin alpha binding activity; and oxygen carrier activity
Hif1a	hypoxia inducible factor 1 subunit alpha	Master regulator of cellular and systemic homeostatic response to hypoxia
Hist3h2a	histone cluster 3, H2a	Nuclear proteins that are responsible for the nucleosome structure
Hspa1b	heat shock protein family A (Hsp70) member 1B	Involved in ubiquitin-proteasome pathway
Igf2	insulin like growth factor 2	Involved in development and growth
Igfb2	insulin like growth factor binding protein 2	Binds insulin-like growth factors I and II
Krt19	keratin 19	Keratin responsible for the structural integrity of epithelial cells
Lama1	laminim subunit alpha 1	Major component of the basement membrane and implicated in cell adhesion, differentiation, migration, signaling, neurite outgrowth, and metastasis
Lcor	ligand dependent nuclear receptor corepressor	Transcriptional corepressor
Lepr	leptin receptor	Stimulates gene transcription via activation of cytosolic STAT proteins
Ler3	immediate early response 3	Regulation of response to DNA damage
Mlh1	mutL homolog 1	Part of the DNA mismatch repair system
Mmp2	matrix metallopeptidase 2	Type IV collagenase
Mos	MOS proto-oncogene, serine/threonine kinase	Activates the MAP kinase cascade
Ndrg1	N-myc downstream regulated 1	p53-mediated caspase activation and apoptosis
Parp1	poly(ADP-ribose) polymerase 1	Recovery of cell from DNA damage
Pcdh12	protocadherin 12	Cellular adhesion protein
Polb	DNA polymerase beta	Base excision and repair
Rad51	RAD51 recombinase	Homologous recombination and repair of DNA
Raf1	Raf-1 proto-oncogene, serine/threonine kinase	Activates the dual specificity protein kinases MEK1 and MEK2
Sod1	superoxide dismutase 1	Binds copper and zinc ions and is one of two isozymes responsible for destroying free superoxide radicals in the body
Timp2	TIMP metallopeptidase inhibitor 2	Maintenance of tissue homeostasis by suppressing the proliferation of quiescent tissues
Tnf	tumor necrosis factor	Involved in the regulation of cell proliferation, differentiation, apoptosis, lipid metabolism, and coagulation
Tpbpa	trophoblast specific protein alpha	Acts upstream of or within JNK cascade
Trp53	transformation related protein 53	Responds to diverse cellular stresses to regulate target genes that induce cell cycle arrest, apoptosis, senescence, DNA repair, or changes in metabolism
Ube2	ubiquitin like modifier activating enzyme 7	Retinoid target that triggers promyelocytic leukemia (PML)/retinoic acid receptor alpha (RARalpha) degradation and apoptosis
Vldlr	very low density lipoprotein receptor	Important roles in VLDL-triglyceride metabolism and the reelin signaling pathway
Xpa	DNA damage and repair factor	Zinc finger protein plays a central role in nucleotide excision repair

In this study, we determined the impact of analog radiation exposure to chronic background GCR on litter size, fetal growth, and placentation in pregnant mice. We tested the hypothesis that exposure of pregnant mice throughout gestation to near-continuous low total dose and dose-rate neutron irradiation (1 mGy/day) results in an increased resorption rate, fetal growth restriction, and decreased maternal weight gain, without a significant increase in congenital malformation rate. To explore the mechanistic link between radiation exposure and pregnancy outcomes, we further hypothesized that radiation exposure leads to inhibition of the placental mechanistic target of rapamycin (mTOR) signaling^37–40^, activation of endoplasmic reticulum (ER) stress^41–43^ and inflammatory pathways^44–46^, and an increase the frequency of double-stranded DNA breaks^16^. Signaling pathways associated with unfolded protein response, cellular stress, inflammatory cytokine response, and apoptosis were selected for analysis. We additionally employed an unbiased discovery approach (RNAseq) to identify additional placental pathways altered by near-continuous low-dose-rate neutron irradiation.

## Results

Phenotypical outcomes in irradiated and control dams at embryonic day 12.5 (E12.5) and E18.5 are presented in Table 3. At both gestational ages, litter sizes were similar in the two groups. At both E12.5 and 18.5, an increased number of early resorptions was observed in the irradiated animals; this difference was significant at E18.5 but did not reach the level of statistical significance at E12.5. Exposure to continuous low-dose-rate neutron irradiation also decreased maternal weight gain at E12.5 (–16.0%, *p* < 0.023) and E18.5 (–10.9%, *p* < 0.062), though the maternal weight gain difference was statistically significant only at E12.5. Placental weights were decreased (–12.1%, *p* < 0.013) in the radiation group at E18.5. There were no significant differences in fetal weight or length. Two anomalies (fetal hydrops and exencephaly) were observed among the 147 fetuses in the E18.5 radiation group; however, the study was not powered to detect a difference in congenital malformation rate.

**Table 3:** Phenotypic characteristics of control and Irradiated litters at E12.5 and E18.5

E12.5	Control (*n* = 20) (Mean +/– SEM)	Radiation (*n* = 19) (Mean +/– SEM)	*P*-value
**Implantation Rate^**	8.15+/– 0.49	8.47+/– 0.45	0.461
**Total Early Resorptions**~	11	20	**0.092**
**Viable Litter Size^**	7.60+/– 0.50	7.42+/– 0.56	0.847
**Maternal Weight Gain**^**#**^ **(g)**	6.58+/- 0.27	5.53+/– 0.33	0.023*

E18.5	Control (*n* = 20)(Mean +/– SEM)	Radiation (*n* = 20)(Mean +/– SEM)	*P*-value
**Implantation Rate^**	8.20+/– 0.43	8.60+/– 0.47	0.353
**Total Resorptions**~	6	18	0.011*
**Viable Litter Size^**	7.90+/– 0.42	7.60+/– 0.50	0.550
Fetal Weight* (g)	1.16+/– 0.01	1.19+/– 0.02	0.311
**Fetal Length**^**#**^ **(mm)**	23.50+/– 0.11	23.32+/– 0.18	0.395
**Fetal Anomalies**^**&**^	0	2	n/a
**Placental Weight^ (g)**	0.091+/– 0.00	0.080+/– 0.00	0.013*
**Maternal Weight Gain**^**#**^ **(g)**	17.76+/– 0.59	15.82+/– 0.60	0.062

Statistical analysis: ^#^Unpaired T-tests, ~Fischer’s Exact Test, or ^Mann-Whitney were used following a D’Agostino-Pearson normality test. ^&^The study was not powered to evaluate anomalies. Significant differences are identified by asterisks.

Significant *p*-values are bolded.

Table 4 and Fig. 1 present the outcomes of the placental signaling data. There were no significant differences in the activity of placental mTOR (tS6rp/pS6rp, t4EBP1/p4EBP1), ER stress (tEIF2a/pEIF2a) or inflammation (tp38 MAPK/pp38 MAPK) signaling pathways. Similarly, we found no evidence of an increase in double-stranded DNA breaks (gH2AX) in placentas of the radiation group.

**Table 4:** Total expression and phosphorylation of proteins in key placental signaling pathways

Targeted Protein *(N control/N rad)*	Control *Mean +/- SEM*	Radiation *Mean +/- SEM*	*P*-value
tEIF2a (18/19)*	1.00 ± 0.059	1.01 ± 0.057	0.951
pEIF2a~ (18/18)	1.00 ± 0.098	1.046 ± 0.097	0.817
tp38 MAPK~ (19/19)	1.00 ± 0.035	1.021 ± 0.039	0.773
pp38 MAPK* (18/18)	1.00 ± 0.123	0.871 ± 0.110	0.442
tS6rp* (19/19)	1.00 ± 0.068	0.943 ± 0.053	0.511
pS6rp* (19/18)	1.00 ± 0.066	0.900 ± 0.061	0.281
t4EBP1~ (17/17)	1.00 ± 0.207	0.777 ± 0.162	0.792
p4EBP1~ (17/19)	1.00 ± 0.157	1.088 ± 0.192	0.925
gH2AX* (17/17)	1.00 ± 0.144	1.173 ± 0.148	0.410

For each protein target, the control sample band mean density was assigned an arbitrary value of 1. Data are presented relative to control. The relative density of the target protein in each lane was divided by the density of the corresponding total protein band as a loading control and then groups were compared using unpaired t tests (*) or Mann-Whitney U tests (~) following a D'Agostino Pearson Normality Test.

**Fig. 1:**
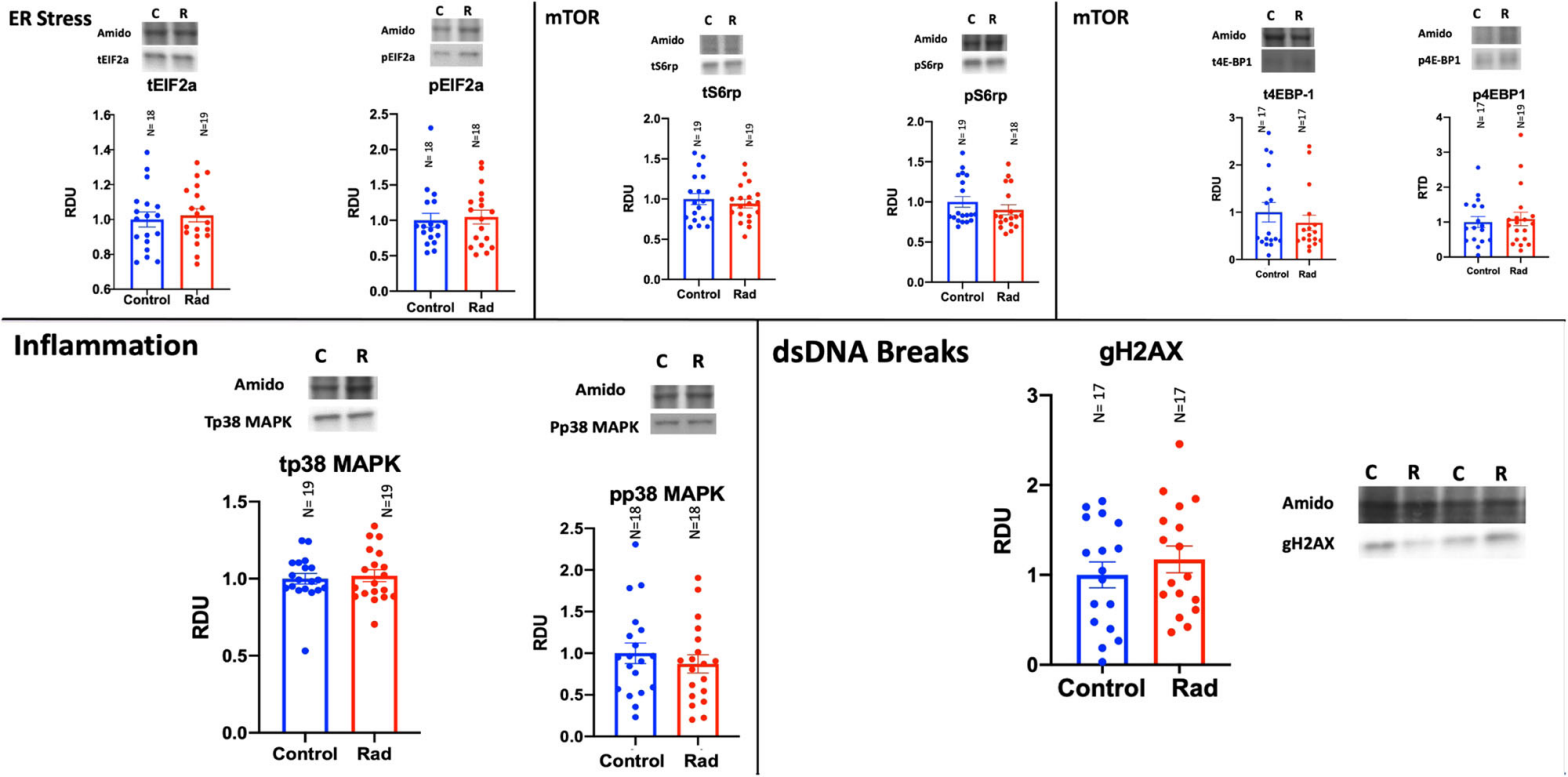
Representative samples of the placental signaling Western blots performed. No differences in signaling pathways for mTOR (tS6rp/pS6rp, t4EBP1/p4EBP1), ER stress (tEIF2a/pEIF2a), inflammation (tp38 MAPK/pp38 MAPK), and double-stranded DNA breaks (gH2AX). Full Western Blots for Fig. 1 are supplied in Supplementary Information.

### Placental transcriptome

RNA sequencing was performed on placentas of radiated and control dams. 

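Each library came from 1 placenta at embryonic day 18.5, chosen at random from its litter, for 15 irradiated and 15 control litters. A placenta at this stage holds several kinds of trophoblast, fetal blood vessels and maternal decidua, and dissected tissue can carry yolk sac membrane, so that a library sums the transcripts of all of these. The irradiated dams had been kept under californium neutrons for 21 hours a day at 1 mGy/day, and the control dams at the background rate of 0.005 mGy/day. Resorptions were recorded for 10 of the 15 irradiated and 3 of the 15 control placentas, read here as a property of the litter. RNA integrity (RIN) was 8.42 ± 0.922 (SD, n = 15) in irradiated and 7.91 ± 0.973 (SD, n = 15) in control placentas, a difference of 0.513 (two-sided permutation test, p = 0.153). The authors trimmed adapters and the first bases of the reads, aligned them with STAR 2.6.0a, and added up the counts of identifiers that share a gene name. These deposited counts total 23661673 to 38628587 per irradiated library (median 31400831) and 25754170 to 35995613 per control library (median 29169132). Genes with a mean count of at least 1 and a mean CPM of at least 1 were kept, which left 14270. Library sizes were scaled with TMM, and the effect of irradiation was tested per gene with the quasi-likelihood F-test of edgeR, with RIN in the model. Log2 fold changes are irradiated over control, and each SE is the log2 fold change divided by the square root of F. In addition, 18 lists of pathway genes and 15 lists of cell type markers were tested with camera. Whether reads were counted by strand is not stated, so that overlaps with other annotated genes are given.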

Principal component analysis (PCA) revealed high intragroup variability in the data (Fig. 2A). 

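Placentas of the same group lay far apart in overall expression, and the groups overlapped. On the first principal component, which carries 34.1% of the variance, irradiated placentas scored 18.9 ± 72.6 and control placentas -18.9 ± 63.6 (SD, n = 15 each). The difference of 37.9 is smaller than the spread within either group (two-sided permutation test, p = 0.136). The second component (14.0% of the variance) separated the groups less, with 0.812 ± 42.1 against -0.812 ± 48.6 (difference 1.62, p = 0.924). Scores on the second component moved with markers of visceral yolk sac endoderm, the absorptive layer of the yolk sac, which include the vitamin B12 receptor Cubn and the mucin Muc13 (both overlapped on the opposite strand). Over the 30 placentas the mean z-score of 11 such markers and that component had r = -0.584 (p = 0.00062) and rho = -0.569 (p = 0.00119), where the sign of a component is arbitrary. The relation held within irradiated placentas (r = -0.609, p = 0.0149, rho = -0.668, p = 0.00811), within control placentas (r = -0.591, p = 0.0215, rho = -0.561, p = 0.0327) and without B13 and B22, the placentas farthest from the median of the marker score (r = -0.466, p = 0.0128, rho = -0.478, p = 0.0111). On the Western blots the names of the placentas carry a number before their letter, whose meaning is not stated, and none was found for A3. By this number, r was -0.605 (p = 0.0298, rho = -0.473, p = 0.107) among the 13 placentas numbered 1 or 2 (3 irradiated), and -0.645 (p = 0.00636, rho = -0.691, p = 0.00355) among the 16 with higher numbers (11 irradiated). These are two-sided permutation tests, and the pooled r has an adjusted p of 0.00106 over 12 relations of this marker score adjusted together. Further relations of the score were computed outside these 12. Among them, the first component had r = 0.0783 (p = 0.679) and rho = 0.0403 (p = 0.834) with it.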

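The genes with the smallest p values were lower in irradiated placentas and low in most libraries of both groups. They are 2010109I03Rik, an uncharacterized transcript (1.598 ± 1.11 CPM in irradiated and 27.8 ± 49.0 CPM in control placentas, SD, n = 15 each), and Saa3, which encodes an acute-phase serum amyloid (0.499 ± 0.381 and 8.01 ± 16.2 CPM). Their log2 fold changes are -4.25 (SE 0.855) and -4.005 (SE 0.806), each with an adjusted p of 0.185 in the edgeR test. Irradiated placentas lay below the control median in 8 of 15 for 2010109I03Rik. Next come the steroid dehydrogenase gene Hsd3b1, Eif4ebp3, which encodes a repressor of translation (log2 fold change -2.86, SE 0.618, adjusted p = 0.236), and 3930402G23Rik (-2.87, SE 0.654, adjusted p = 0.374). Differences in the other direction were small: Fpgs, for folate retention, had a log2 fold change of 0.17 (SE 0.0464, adjusted p = 0.571), Lrrc27 0.36, M6pr-ps 0.33, the phosphodiesterase gene Pde7b 0.48 and Zkscan5 0.16. Eif4ebp3, Fpgs and Pde7b overlap another gene on their strand, and Lrrc27 on the opposite strand. At an adjusted p under 0.05, edgeR called 0 genes lower and 0 higher, while 549 were lower and 156 higher at an unadjusted p under 0.05, a total of 705 where 713.5 would be expected if no gene differed. With limma-voom, 0 genes passed (319 lower and 146 higher at an unadjusted p under 0.05), and with DESeq2 15 were lower and 0 higher (543 and 226 unadjusted). The DESeq2 count rests most on control placentas B13 and B22: it was 4 without B13, 6 without B22 and 9 to 21 with any other single library left out.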

Only 15 differentially expressed genes (false discovery rate (FDR) < 0.05 [5%]) were identified. All were downregulated in the radiation treated mice (Fig. 2B, C, Supp Table 1). 

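All 15 genes had lower means in irradiated placentas, with log2 fold changes from -4.62 to -1.04 and a median of -2.50 in edgeR. They include Sftpd, which encodes a pathogen-binding collectin (2.19 ± 2.11 CPM in irradiated and 20.2 ± 35.4 CPM in control placentas, SD, n = 15 each), the ectonucleotidase gene Entpd3 (2.17 ± 1.54 and 14.3 ± 19.5 CPM) and Slco2b1, which encodes an uptake carrier of organic anions (5.75 ± 1.67 and 15.9 ± 17.4 CPM). Among the others are the matrix gene Comp (log2 fold change -1.85, SE 0.458, adjusted p = 0.378), which lay below the control median in 15 of 15 irradiated placentas, the desaturase gene Scd4 (-2.21), the epithelial sorting gene Mal2 (-2.13), the synaptic gene Elfn1 (-2.12) and the estrogen-induced gene Greb1 (-1.04). Slco2b1 and Elfn1 overlap a gene on the opposite strand, and Greb1 on both. At an unadjusted p under 0.05 edgeR has 15 of the 15, and 15 pass when adjusted over the list alone, but the study chose this list on these placentas, so that it is not independent evidence. Most of the highest levels were in 5 control placentas, B13, B22, B1, B151 and B11, which form a cluster in Fig. 2C. For 13 of the 15 genes these were the 5 highest libraries (3 of them for Saa3, 4 for Elfn1), and for 14 the control SD exceeds the control mean. Without these 5 placentas, 10 of the 15 genes reach the count filter, their median log2 fold change is -0.13, 0 differ at an unadjusted p under 0.05, and DESeq2 calls 0 genes. The cluster was drawn from the levels of these same genes, so that leaving it out is no independent test of them.
The 15 genes moved together with markers of visceral yolk sac endoderm. Their mean z-score and that of 11 markers had r = 0.990 (two-sided permutation p = 1e-05, the smallest possible) and rho = 0.975 (p = 1e-05) within the 15 irradiated placentas. They had r = 0.990 and rho = 0.967 (p = 1e-05 for both) there without A50 and A112, the farthest from the median, and r = 0.962 (p = 1e-04) and rho = 0.939 (p = 0.00018) within the other 10 controls. Outside the 5 placentas, r was 0.977 (rho = 0.976) among 10 with a number of 1 or 2 in their names and 0.978 (rho = 0.960) among 14 with higher numbers (p = 1e-05 for each). The largest adjusted p of these relations is 0.0002, over the same 12 relations of the marker score adjusted together. With the 5 placentas included, r was 0.785 (rho = 0.952) over all 30 placentas and 0.832 (rho = 0.925) over the 15 controls. The 5 lay 1.04 to 2.27 above the line through the other 25, whose largest residual was 0.238 (SD 0.0944). Their levels of the 15 genes were thus higher than their marker scores alone would give. With the marker score in the model, the median log2 fold change of the 15 genes is -0.95, with 9 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The marker score itself averaged -0.203 in irradiated and 0.203 in control placentas (two-sided permutation test, p = 0.183).

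**Figure D1:**
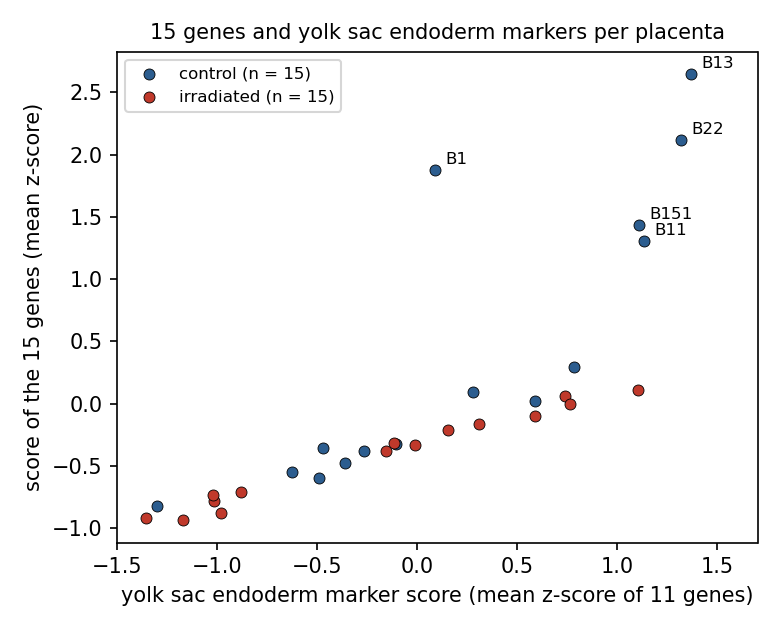
Mean z-score of the 15 genes (y axis) against the mean z-score of 11 markers of visceral yolk sac endoderm (x axis) in each placenta, by treatment. The 5 control placentas of the Fig. 2C cluster stand above all others, and the other placentas rise together on both axes.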

Gene set enrichment analysis (GSEA) was performed on the fold-change from this comparison because of the lack of significant genes (Fig. 2D). 

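Genes of lipid and lipoprotein handling and of blood clotting lay toward the lower end when genes were ranked by fold change, and genes of cell division toward the upper end, though no set passed once the correlation between genes was estimated. Of 676 Reactome sets with 15 to 500 genes tested with fgsea, 26 were enriched toward lower and 10 toward higher expression in irradiated placentas. fgsea treats genes as independent: in camera with an estimated correlation 0 of these sets passed in either direction (smallest adjusted p = 0.944), and 65 of 100 divisions of the placentas by chance gave at least as many sets in fgsea. At the lower end were metabolism of lipids and lipoproteins (390 genes, normalized enrichment score (NES) -1.71, adjusted p = 4.92e-07), lipoprotein metabolism (19 genes, NES -2.01, adjusted p = 3.85e-05), platelet degranulation (74 genes, NES -2.00) and fibrin clot formation (29 genes, NES -1.95, adjusted p = 0.000847). At the upper end were G2/M checkpoints (49 genes, NES 2.24, adjusted p = 0.000102), kinesins (19 genes, NES 2.17) and ATR activation in response to replication stress (35 genes, NES 2.08). Of 37 measured complement and coagulation genes, 26 had negative log2 fold changes (median -0.22), 9 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The anticoagulant protease gene Proc had -1.05 (SE 0.304, adjusted p = 0.728) and the complement gene C3, which overlaps another gene on its strand, -1.33 (SE 0.494, adjusted p = 0.835). The list's adjusted p was 3.19e-05 in camera with a preset correlation between genes, and the adjusted p = 0.252 with an estimated correlation. Of 38 peptidase inhibitor genes, 27 had negative log2 fold changes (median -0.13), 5 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. These include Serpina1c, 1 of several near-identical antitrypsin genes (-2.05, SE 0.737, overlapped on the opposite strand), and Itih3 (-1.56, SE 0.673). For this list the adjusted p was 0.00449 preset and the adjusted p = 0.420 with an estimated correlation. With the yolk sac marker score in the model the median was -0.06 over the complement and coagulation genes and -0.03 over the peptidase inhibitor genes. Without the 5 control placentas of the Fig. 2C cluster (B13, B22, B1, B151 and B11), 2 sets were lower and 5 higher, and lipoprotein metabolism turned to an NES of 2.13 (adjusted p = 0.00496). Both lists turned as well, to a median of 0.08 for complement and coagulation (22 of 36 positive) and 0.05 for peptidase inhibitors (24 of 36 positive). The 5 are all controls, grouped by their levels of the 15 genes. Of them, B13, B22, B11 and B151 also have high yolk sac marker scores (1.37, 1.32, 1.13 and 1.11). Leaving them out raises irradiated over control values of genes that move with these markers, so that these turns are no independent test.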

There were 241 significant gene sets; the top 25 most significant gene sets are presented in Supplementary Table 2. Several gene sets related to steroid metabolism and homeostasis were downregulated in the radiation group. 

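Genes of cholesterol synthesis and of sterol transport were lower on average in irradiated placentas, while the lists of steroid hormones, bile acids and vitamin D held genes of both signs, and no list passed with an estimated correlation. Of 27 measured genes of cholesterol synthesis, 25 had negative log2 fold changes (median -0.29), 13 at an unadjusted p under 0.05 but 0 when adjusted over the list alone. Examples are Fdps, which makes the isoprenoid precursor of sterols (log2 fold change -0.44, SE 0.153, adjusted p = 0.796), and Acat2, at the start of the pathway (-0.58, SE 0.215, adjusted p = 0.835). Of 23 genes of lipoproteins and sterol transport, 22 were negative (median -0.48), 6 at an unadjusted p under 0.05 and 1 when adjusted over the list alone. Among them are the apolipoprotein genes Apoc1 (10.5 ± 4.33 CPM in irradiated and 29.1 ± 36.6 CPM in control placentas, SD, n = 15 each, adjusted p = 0.588) and Apoa1 (log2 fold change -1.99, SE 0.718, adjusted p = 0.816). Steroid hormone synthesis was less even, with 15 of 24 genes negative (median -0.06), 5 at an unadjusted p under 0.05 and 2 when adjusted over the list alone, Hsd3b1 and Cyp21a1. Cyp21a1, which encodes an adrenal hydroxylase, had -1.86 (SE 0.511, adjusted p = 0.571). Other members are Hsd17b7 (-0.29, SE 0.102) and Cyp11a1, whose enzyme cleaves the side chain of cholesterol (119 ± 32.1 and 161 ± 51.7 CPM, -0.43, SE 0.154, adjusted p = 0.810). Bile acid synthesis and peroxisomal oxidation had 8 of 15 genes negative (median -0.01), 3 at an unadjusted p under 0.05 and 1, Acox2, when adjusted over the list alone. Vitamin D and calcium uptake had 3 of 8 negative (median 0.04), 2 at an unadjusted p under 0.05, both also when adjusted over the list alone: Vdr and Cyp24a1, whose enzyme inactivates vitamin D (-2.18, SE 0.740). The study had picked Hsd3b1, Acox2 and Vdr from these placentas, so that they are not independent evidence. Fdps and Cyp11a1 overlap another gene on their strand, and Cyp21a1 and Cyp24a1 on the opposite strand.
With a preset correlation, camera gave adjusted p values of 1.76e-10 for cholesterol synthesis, 7.67e-07 for lipoproteins and sterol transport and 0.0116 for steroid hormone synthesis. None is called once the correlation is estimated: adjusted p = 0.252 for cholesterol synthesis, 0.341 for lipoproteins and sterol transport, 0.252 for steroid hormone synthesis, 0.496 for bile acids and 0.767 for vitamin D with an estimated correlation. The test for vitamin D pointed to lower expression, against the sign of its median. With the yolk sac marker score in the model, the medians were -0.09 for cholesterol synthesis, -0.02 for lipoproteins and sterol transport (8 of its genes are also yolk sac markers) and -0.04 for steroid hormone synthesis. Without the 5 control placentas of the Fig. 2C cluster, the medians of cholesterol synthesis and of sterol transport turned to 0.04 and 0.05 (adjusted p = 0.948 for both with an estimated correlation), and that of bile acids to 0.03. As the 5 are all controls grouped by genes that move with the yolk sac markers, these turns are no independent test.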

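Hsd3b1, Acox2 and Vdr each had a lower mean in irradiated placentas, and each was high in the same few control placentas. Hsd3b1 (chromosome 3, 98852194 to 98859794 in GRCm38) encodes the dehydrogenase that turns pregnenolone into progesterone, and had 2.08 ± 2.22 CPM in irradiated and 50.4 ± 94.5 CPM in control placentas (SD, n = 15 each, log2 fold change -4.62, SE 0.975, adjusted p = 0.236). Acox2 (chromosome 14, 8225511 to 8259353), for the peroxisomal oxidation of bile acid precursors, had 2.85 ± 2.05 and 14.7 ± 20.6 CPM (-2.50, SE 0.649, adjusted p = 0.491). Vdr (chromosome 15, 97854425 to 97910630), which encodes the vitamin D receptor, had 6.61 ± 5.31 and 31.4 ± 42.9 CPM (-2.39, SE 0.650, adjusted p = 0.571). Control placentas B13, B22, B1, B151 and B11 had 36.7 to 347.5 CPM of Hsd3b1, against 0.220 to 17.2 in the other 10 controls and 0.0937 to 7.35 in irradiated placentas. For Acox2 these ranges were 23.3 to 69.9, 0.660 to 6.32 and 0.625 to 6.95 CPM, and for Vdr 50.1 to 153.7, 2.09 to 15.9 and 1.22 to 17.5 CPM. Irradiated placentas lay below the control median in 14 of 15 for Hsd3b1, 10 of 15 for Acox2 and 11 of 15 for Vdr. Permuting the treatment labels on log2 CPM, without RIN, gave a two-sided p of 0.014 for Hsd3b1, 0.0614 for Acox2 and 0.0394 for Vdr. Adjusted over the 15 genes, these permutation p values were 0.0316, 0.0614 and 0.0455. The study chose the genes on these same placentas and labels, so that the permutations are no independent test of them.

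**Figure D2:**
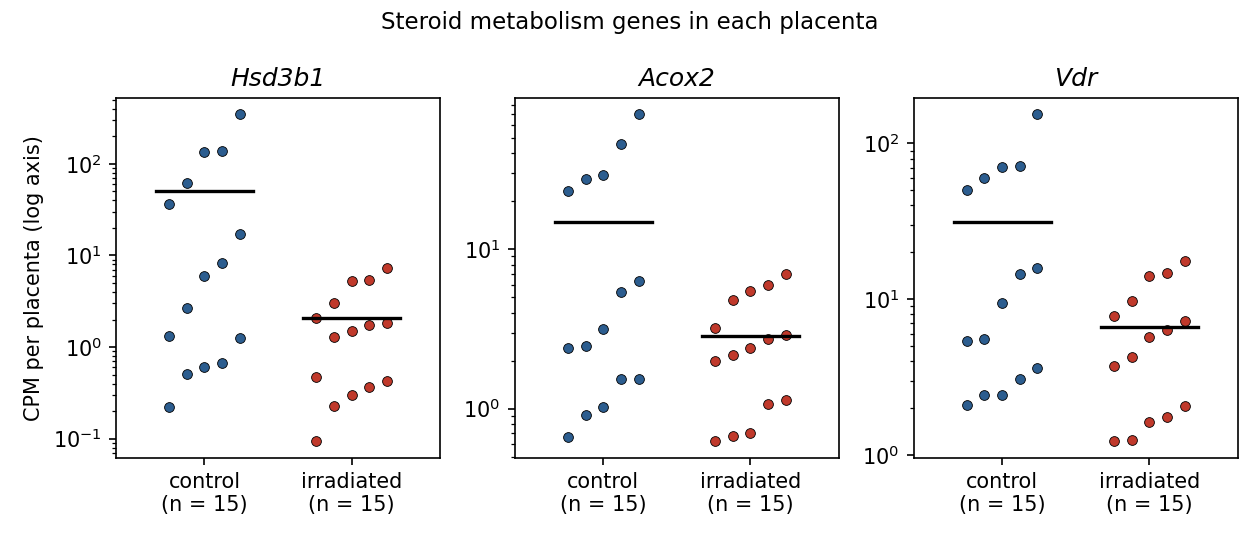
CPM on a log scale (y axis) of Hsd3b1, Acox2 and Vdr in each irradiated and control placenta. The 5 highest control placentas are B13, B22, B1, B151 and B11, and Hsd3b1 reaches 347.5 CPM among them.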

Three genes (Hsd3b1, Acox2, Vdr) involved in steroid metabolism were significantly downregulated. 

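Genes of cell division and of heart development were on average slightly higher in irradiated placentas, without passing the test with an estimated correlation. Of 50 measured genes of the G2/M cell cycle, 47 had positive log2 fold changes (median 0.11), but 0 reached an unadjusted p under 0.05: the spindle genes Tpx2 (4.31 ± 1.37 CPM in irradiated and 3.41 ± 0.706 CPM in control placentas, SD, n = 15 each), Tacc3 and Kif11 had 0.29 (SE 0.144), 0.16 (SE 0.0799) and 0.34 (SE 0.178). Of 52 genes of heart valve and chamber development, 40 were positive (median 0.07), 1 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. That gene is Jag1, a Notch ligand (15.2 ± 3.39 and 12.8 ± 1.67 CPM, log2 fold change 0.21, SE 0.0968, adjusted p = 0.975). The BMP inhibitor gene Smad6 had 0.14 (SE 0.0670) and Nfatc1, a regulator of valve formation, 0.22 (SE 0.127). Tpx2 and Kif11 overlap another gene on their strand, and Tacc3 and Nfatc1 on the opposite strand. Smooth muscle markers had positive log2 fold changes in 9 of 10 (median 0.34), and the heart list shares 2 genes with the endothelium markers. At higher RIN, 29 of the 52 heart genes were higher and 6 lower. In fgsea the G2/M list had an NES of 2.61 (adjusted p = 5.2e-11) and the heart list 2.18 (adjusted p = 7.28e-06). In camera their adjusted p values were 6.82e-07 and 0.00281 with a preset correlation, and the adjusted p = 0.420 for both with an estimated correlation. With the yolk sac marker score in the model, 48 of 50 G2/M genes (median 0.18) and 38 of 52 heart genes (median 0.10) were positive. In that edgeR model 9 and 6 were higher at an unadjusted p under 0.05, and 0 passed over all genes. Without the 5 control placentas of the Fig. 2C cluster, 40 of 51 (median 0.08) and 32 of 52 (median 0.04) were positive. Of these, 0 and 2 were at an unadjusted p under 0.05, which is a description only.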

Several of the gene sets that were upregulated in the radiation group involve cardiac development and morphogenesis, and another significant gene set governed cellular proliferation.

**Fig. 2:**
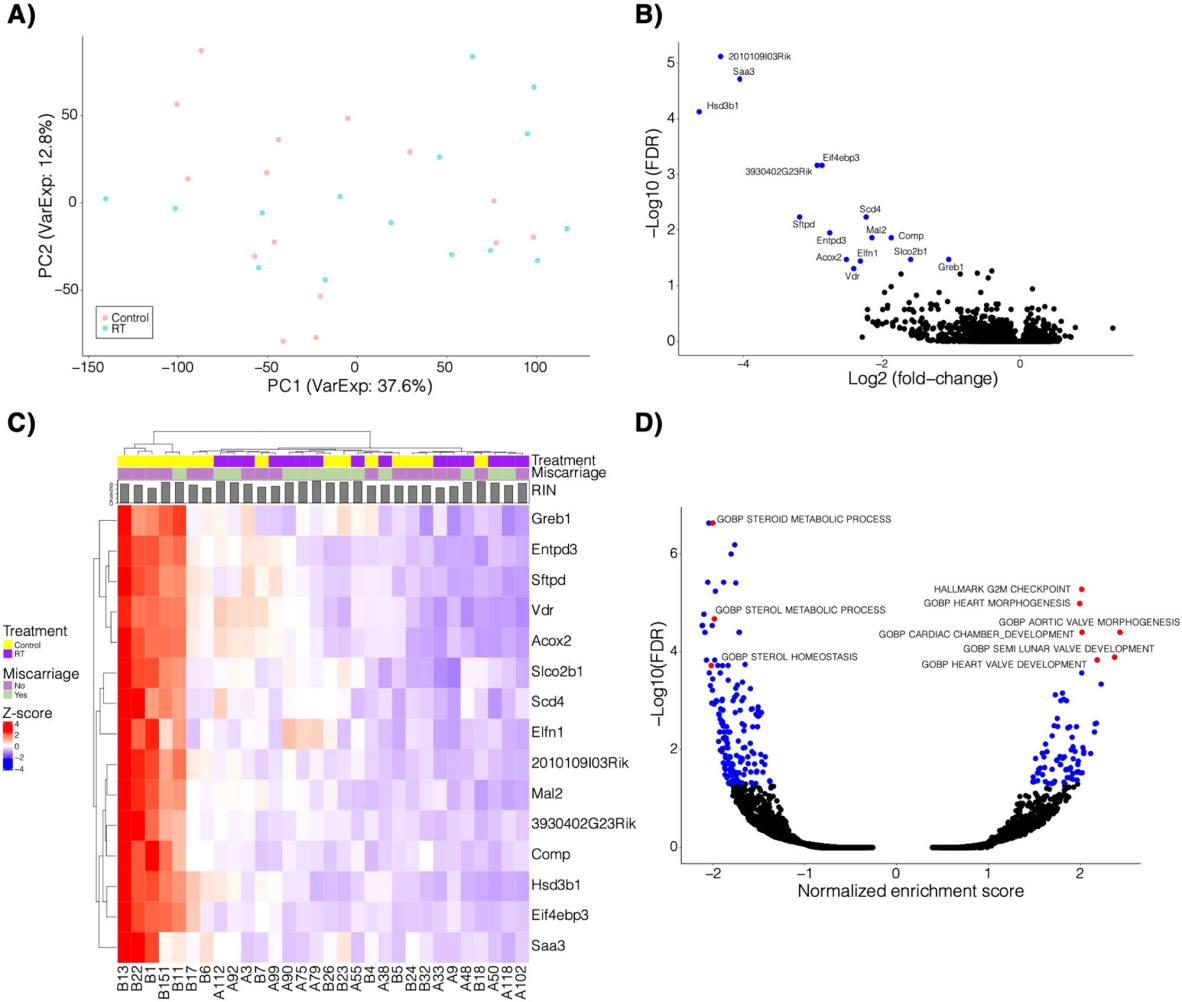
Placental transcriptomics. **A** Principal component analysis of the RNA sequencing data with sample groups indicated (RT=radiation-exposed placenta). **B** Volcano plot of the fold-change and -log10 FDR of the differential expression comparing radiation to control. A negative fold change indicates enrichment in the control group. **C** Heatmap of the z-score normalized expression of the 15 significant genes highlighted from **B**. Treatment, resorption, and RIN (RNA integrity number) is also shown. RIN is a standard algorithm for assigning integrity values to RNA measurements. **D** Gene set enrichment analysis of fold-change from the comparison in B. Select gene sets are highlighted and labeled. A negative normalized enrichment score indicates enrichment in the control group.

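Placentas of litters with resorptions had RNA of higher integrity in both treatment groups, though not within each set of Western blot names. RIN was 8.85 ± 0.662 (SD, n = 10) with and 7.56 ± 0.777 (SD, n = 5) without resorptions among irradiated placentas (exact two-sided permutation test, p = 0.00666), and 8.97 ± 0.153 (n = 3) with and 7.64 ± 0.904 (n = 12) without among control placentas (exact p = 0.0308). Only 1 of the 13 placentas with a number of 1 or 2 in their names had resorptions. Among those with higher numbers, RIN averaged 8.97 (n = 9) with and 7.90 (n = 2) without resorptions in irradiated placentas (exact two-sided permutation p = 0.0364), and 8.97 (n = 3) and 9.20 (n = 2) in control placentas (exact p = 0.500, where 0.100 is the smallest possible). Of the 15 genes of the heatmap, 15 had lower fitted levels with resorptions, but 0 had a resorption effect or a RIN coefficient at an unadjusted p under 0.05 in edgeR. Over all genes, with RIN and treatment in the model, 0 passed an adjusted p under 0.05 for resorptions by edgeR, 0 by DESeq2 and 0 by limma-voom. At an unadjusted p under 0.05 edgeR had 738 lower and 585 higher, a total of 1323 where 713.5 would be expected if no gene differed. RIN itself was higher with resorptions, so that the counts of 0 do not show that no gene differs. With RIN left out, edgeR called 2988 genes lower and 3117 higher with resorptions. Along the first principal component the placentas form separate clusters, with no score between -22.2 and 22.9. All 13 placentas with a number of 1 or 2 scored -36.1 or less, and the 16 with higher numbers -30.7 or more. The 16 placentas below the gap (6 irradiated, 2 with resorptions) had a RIN of 7.39 ± 0.590, and the 14 above it (9 irradiated, 11 with resorptions) 9.04 ± 0.350. RIN and that component had r = 0.906 (two-sided permutation p = 1e-05, the smallest possible, rho = 0.884, p = 3e-05) in irradiated and r = 0.741 (p = 0.00193, rho = 0.513, p = 0.0533) in control placentas, both over the clusters. This rests on the scaling of genes: without it r was 0.521 (p = 0.0479, rho = 0.485, p = 0.0682) and 0.213 (p = 0.441, rho = 0.226, p = 0.415), and on the 500 most variable genes -0.244 (p = 0.380, rho = -0.177, p = 0.527) and 0.0956 (p = 0.732, rho = 0.102, p = 0.717). Within the clusters, which are divided on the component itself, r was 0.0950 (p = 0.724, rho = 0.0723, p = 0.788) and 0.431 (p = 0.123, rho = 0.368, p = 0.192). Among placentas with a number of 1 or 2 in their names r was -0.133 (p = 0.664, rho = -0.141, p = 0.642), and among those with higher numbers 0.802 (p = 0.00031, rho = 0.608, p = 0.0140).

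**Figure D3:**
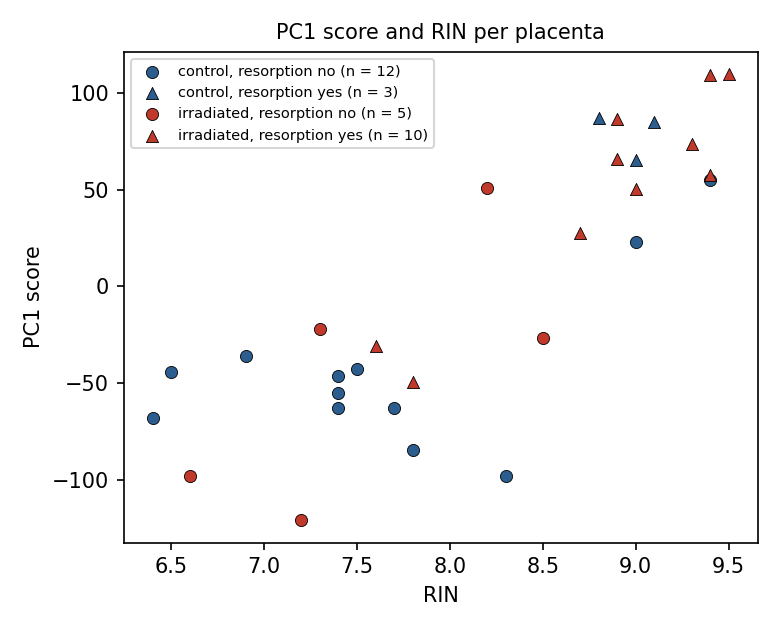
Score on the first principal component (y axis) against RIN (x axis) of each placenta, by treatment and resorption. The 14 placentas in the upper cluster have a RIN of 9.04 ± 0.350 (SD), and the 16 in the lower cluster 7.39 ± 0.590.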

## Discussion

This is the first study determining the effects of near-continuous low dose-rate neutron irradiation, a spaceflight GCR analog, on pregnancy outcomes. Significant findings included decreased maternal weight gain in early gestation, increased rate of early resorptions, and a decreased placental weight in irradiated mice. Despite these statistically significant findings, the biological significance of these findings is uncertain because litter sizes were not affected by radiation, the activity of key placental signaling pathways was not changed and fetal growth restriction was not observed. Moreover, near-continuous low dose-rate neutron irradiation did not increase the frequency of DNA double-strand breaks in the placenta and we found very limited changes in the placental transcriptome. 

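Transcripts that cells raise on DNA damage and stress showed few differences between irradiated and control placentas. Of 50 measured DNA repair genes, 35 had positive log2 fold changes (median 0.02), 1 at an unadjusted p under 0.05 and 0 when adjusted over the list alone: Ogg1, for excision of oxidized guanine, had 0.19 (SE 0.0649, adjusted p = 0.796), and the recombination gene Brca2 0.18 (SE 0.102). Of 30 p53 target genes, 18 were positive (median 0.02), with 2 lower and 2 higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The apoptosis gene Pmaip1 had 14.2 ± 3.84 CPM in irradiated and 22.3 ± 12.9 CPM in control placentas (SD, n = 15 each; log2 fold change -0.67, SE 0.228, adjusted p = 0.788), and Phlda3 had 0.18 (SE 0.0809). The hypoxia response had 17 of 19 genes negative (median -0.08), 2 at an unadjusted p under 0.05, among them the mitophagy gene Bnip3 (-0.24, SE 0.0942, adjusted p = 0.865). In the oxidative stress response, 16 of 25 were negative (median -0.03), 2 at an unadjusted p under 0.05, with the catalase gene Cat at 57.0 ± 7.84 and 68.5 ± 13.3 CPM (-0.26, SE 0.0859, adjusted p = 0.763). Immediate early and heat shock genes were negative in 16 of 22 (median -0.06), 2 at an unadjusted p under 0.05, with Fos at -0.30 (SE 0.118). Inflammation genes were negative in 11 of 26 (median 0.01), 3 at an unadjusted p under 0.05 and 1, Saa3, when adjusted over the list alone; the adhesion gene Icam1 had -0.27 (SE 0.0922). Genes of mTOR signaling and amino acid transport were negative in 13 of 25 (median -0.01), with Eif4ebp3 alone at an unadjusted p under 0.05 and when adjusted over the list alone. Saa3 and Eif4ebp3 were picked by the study from these placentas, so that they are not independent evidence. ER stress genes were negative in 15 of 30 (median 0.00), 0 at an unadjusted p under 0.05, with Xbp1, a regulator of the unfolded protein response, at 0.05 (SE 0.0587). Brca2 overlaps another gene on its strand, and Ogg1, Bnip3 and Icam1 on the opposite strand. No list passed in camera: the adjusted p was 0.252 for hypoxia, 0.420 for DNA repair and for immediate early genes, 0.573 for p53 targets and for oxidative stress, 0.672 for mTOR, 0.857 for inflammation and 0.992 for ER stress with an estimated correlation. With a preset correlation, hypoxia (7.86e-05), immediate early genes (0.00896) and DNA repair (0.0145) had adjusted p values under 0.05. For inflammation and mTOR the test pointed against the sign of the median. Without the 5 control placentas of the Fig. 2C cluster, immediate early and heat shock genes turned to 15 of 22 positive (median 0.03), oxidative stress genes to 14 of 25 positive (median 0.02) and mTOR genes to 13 of 24 positive (median 0.01). Hypoxia genes did not turn (18 of 19 negative, median -0.09). The medians of DNA repair (0.02), p53 targets (0.01) and inflammation genes (0.04) stayed positive. The 5 are all controls grouped by their levels of the 15 genes, so that these values are a description only. With the yolk sac marker score in the model, 17 of 19 hypoxia genes were negative (median -0.11).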

Overall, this study suggests that low-level radiation from GCR may have only a limited impact on pregnancy outcomes.

Irradiation was associated with decreased maternal weight gain, but only at E12.5; weights of irradiated dams were not significantly different from controls at E18.5. Though an increased rate of early resorptions was observed in irradiated animals, litter sizes were not significantly different between irradiated and control animals, and thus differences in the numbers of live pups do not explain the lower maternal weight gain observed in the first part of pregnancy in the radiation group. Although food and water consumption were not directly measured, it is plausible that radiation exposure led to decreased maternal appetite and/or water intake^46,47^. Dam irradiation was additionally associated with decreased placental weight. However, fetal growth was unaffected, suggesting some degree of compensation in placental efficiency in response to low dose-rate neutron irradiation. None of the placental signaling pathways under study were adversely affected by radiation, consistent with maintained placental function despite near-continuous irradiation.

While the study was not powered to determine differences in fetal malformation rate, it is notable that the two severe abnormalities observed, exencephaly and hydrops fetalis, both occurred in the radiation group. While sporadic congenital malformation rates vary from 0.1–10% in murine strains, most of these anomalies are less severe (for example, eye defects, polydactyly, and otocephaly)^48^. As hydrops can be observed in association to central nervous system anomalies like exencephaly, the two anomalies noted in our study may be related findings. Exencephaly has been previously reported following exposure to much higher, acute radiation (150 mGy x-irradiation) in early pregnancy in mice (E1.5)^49^; however, hydrops has not been explicitly associated with fetal irradiation in the literature. Given the significantly increased early resorption rates, fetal malformations may occur early in gestation and result in resorption, in general agreement with prior evidence that developing embryos are most sensitive to radiation in early gestation. These observations are also in line with human studies in which early gestation radiation exposure is associated with the highest radiation sensitivity (see Table 1)^13–15^.

We performed exploratory RNA sequencing to identify potential changes in placental gene expression in response to low dose-rate neutron irradiation. Ultimately there were very few differentially expressed genes found. 

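No list of markers of a placental cell lineage passed the test with an estimated correlation. The smallest p was that of glycogen trophoblast in the junctional zone, with 6 of 7 markers negative (median log2 fold change -0.31), 5 of them when adjusted over the list alone (adjusted p = 0.252 with an estimated correlation, 7e-07 with a preset one). In the same zone, 12 of 14 spongiotrophoblast markers had negative log2 fold changes (median -0.07), 0 of them at an unadjusted p under 0.05; Tpbpa, the standard marker of that layer, had 14685 ± 6474 CPM in irradiated and 17102 ± 4675 CPM in control placentas (SD, n = 15 each, log2 fold change -0.08, SE 0.142). In the labyrinth, where exchange takes place, 7 of 8 syncytiotrophoblast markers were negative (median -0.15), 1 at an unadjusted p under 0.05, Cebpa (-0.61, SE 0.219, adjusted p = 0.804), while the connexin gene Gjb2 had 316 ± 223 and 253 ± 142 CPM (-0.16 with RIN in the model). Endothelium markers were positive in 12 of 15 (median 0.13), 0 at an unadjusted p under 0.05, with the vessel receptor gene Eng at 0.18 (SE 0.137). Of 13 trophoblast giant cell markers, 7 were positive (median 0.02), with the prolactin-family hormone gene Prl3d1 at 0.40 (SE 0.258). Eng overlaps another gene on its strand, and Cebpa on the opposite strand. In maternal decidua, 10 of 11 markers were negative (median -0.14), 1 at an unadjusted p under 0.05, the tryptophan oxygenase gene Tdo2 (-0.49, SE 0.187, adjusted p = 0.844). Visceral yolk sac endoderm had 18 of 19 markers negative (median -0.86), 5 at an unadjusted p under 0.05 and 1 when adjusted over the list alone, the retinol carrier gene Rbp4 (140 ± 70.8 and 266 ± 163 CPM, -0.86, SE 0.258, adjusted p = 0.746). Outside lipid transport, 11 of 11 were negative (median -0.89), while 8 of 12 parietal endoderm markers were (median -0.03), 0 of these at an unadjusted p under 0.05. The adjusted p was 0.699 for spongiotrophoblast, 0.573 for syncytiotrophoblast, endothelium and decidua, 0.962 for giant cells, 0.420 for yolk sac (0.342 outside lipid transport) and 0.992 for parietal endoderm with an estimated correlation. With a preset one it was under 0.05 for yolk sac (3.08e-07, and 4.78e-06 outside lipid transport), endothelium (0.0162) and decidua (0.0296). Without the 5 control placentas of the Fig. 2C cluster, the median of the yolk sac markers turned to 0.41 and that of the endothelium markers to -0.01 (9 of 15 negative), spongiotrophoblast had 7 of 14 markers negative, and the medians of syncytiotrophoblast (-0.36, 8 of 8 negative) and decidua (-0.27) were lower than with them. The cluster holds only controls and was drawn from genes that move with the yolk sac markers, so that these values are no independent test. The paper counts the small number of differentially expressed genes among the results from which it proposes that radiation at this level may affect pregnancy only to a limited extent.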

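Candidate genes from earlier radiation studies of the placenta, as listed in Table 2, lay close to a log2 fold change of 0 as a group. Of 36 genes listed, 33 were tested, 24 with negative and 9 with positive log2 fold changes (median -0.04). In the edgeR test 0 had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05; limma-voom and DESeq2 also gave 0 and 1. That gene is Pcdh12, which encodes a protocadherin of glycogen trophoblast (70.9 ± 15.8 CPM in irradiated and 78.96 ± 20.3 CPM in control placentas, SD, n = 15 each, log2 fold change -0.26, SE 0.108, adjusted p = 0.878). Afp, the main serum protein of the yolk sac, had 2390 ± 2808 and 5234 ± 5960 CPM (-1.26, SE 0.753, unadjusted p = 0.104). For Trp53, which encodes p53, the log2 fold change was -0.09 (SE 0.0664), and for the recombinase gene Rad51 it was 0.25 (SE 0.140). Afp and Rad51 overlap a gene on the opposite strand. Hbb-y (mean count 5.73) and Mos (mean count 2.53) were below the count filter, and Gem1 is not in the count table. The symbols Igfb2, Ler3 and Ube2 of Table 2 were read as Igfbp2, Ier3 and Uba7.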

Further, upon review of the candidate genes from previous radiation studies of the placenta^16,22^, expression of the genes outlined in Table 2 was not found to be significantly altered following radiation exposure in our study. These findings suggest important differences between dose and dose-rates of exposures and resultant clinical sequelae, and that high-dose and high dose-rate terrestrial exposure outcomes may not correlate to potential GCR exposure outcomes in spaceflight. Similarly, the frequency of double-strand DNA breaks can be identified via surrogate analysis of gH2AX, a protein involved in the recruitment and localization of DNA repair proteins^50,51^. Here, our study results indicated no significant difference in the expression of gH2AX between control and irradiated placentas, suggesting that the low total dose and dose-rate exposure in this experiment were insufficient to lead to a significant increase in DNA double-stranded breaks or associated recruitment of repair proteins.

There are several experimental design limitations to this study, including the low cumulative dose received by mice due to their short gestation compared to higher-order mammals. Maternal weight was measured, but detailed data collection regarding food and water intake was lacking, restricting our ability to fully evaluate potential contributory factors to decreased maternal weight gain in early gestation. The sample size was not powered to identify the effects of radiation on congenital malformation rate, and RNA sequencing data was limited by the evaluation of only one placenta per litter in a subset of litters. Dams were euthanized at E18.5 for timely collection of placentas and, although major effects of radiation on gestational length is unlikely, risks of preterm delivery or delivery complications could not be studied directly. While this study utilized radiation exposure at a space-relevant dose-rate and ion species, exposures lacked the complexity of the mixed-species GCR environment. Finally, just as extrapolation of radiation dose and dose-rate to the actual space environment is theoretical and complex, extrapolation of results from mice models to human clinical outcomes must be done with caution given significant interspecies differences.

Despite these limitations, this study provides important data regarding the effects of low-dose and dose-rate ion exposure during pregnancy, laying a critical foundation for future studies. The sum of our findings is that while a GCR-analog exposure can lead to increased resorptions in mice pregnancy, it is overall reassuring that a space-relevant exposure did not appear to affect fetal growth and viability in a mammalian model that shares a similar hemochorial placenta to humans.

## Methods

### Animal Model

All protocols were approved by the Institutional Animal Care and Use Committee at Colorado State University (CSU). Eight-week-old C57BL/6 mice (The Jackson Laboratory, Bar Harbor, ME, USA) were group-housed and received ad libitum standard diet (Teklad 2018) and water. Mice were harem mated at 9–15 weeks of age and the presence of a vaginal plug the morning after mating was defined as embryonic day (E) 0.5. After confirming copulatory plugs, 80 pregnant mice were randomly allocated to control or radiation groups for the duration of pregnancy (E0.5-E18.5) at NASA’s CSU Neutron Radiation Facility^52,53^. Radiation groups were exposed to near-continuous neutron irradiation (21 hours/day) using Californium-252 at a dose-rate of 1 mGy/day as determined by dosimeters located in the mouse cages. Californium-252 emits 2.34 × 10^12^ neutrons per second per gram by spontaneous fission; this species has been utilized as a terrestrial GCR analog for the simulation of high linear energy transfer (LET) exposures expected during spaceflight^52^^,53^. For the dose from neutrons as a function of LET, the dose-averaged value was calculated to be 68 keV/µm. The mixed fluence is a combination of neutrons and photons directly from the source and spallation. This approach resulted in an average daily dose to each animal of 1mGy per day. Control groups were maintained in a vivarium approximately 100 yards away on the same campus and were exposed only to the background radiation rate of 0.005 mGy/day which is typical for the elevation at CSU. Food and water consumption could not be strictly determined due to time limitations of staff operating within the radiation facility; however, pregnancy weight trajectories were monitored. All animals were maintained on a 12-hour light/dark cycle with light hours from 0700-1900 daily.

### Animal sample processing

On gestational day 12.5 (E12.5; mid-pregnancy), one exposure group (19 dams) and one control group (20 dams) were weighed and then euthanized by carbon dioxide inhalation followed by bilateral thoracotomy and laparotomy for tissue collection. Blood was collected via cardiac puncture, with subsequent centrifugation and serum collection. Serum samples were flash-frozen in liquid nitrogen and stored in a –80 °C freezer for subsequent analysis. Hysterectomy was performed, and rates of early resorption were recorded. Each successful pregnancy implantation site was opened to remove the fetus. The uterus (and the placenta in situ) were dissected out and placed in zinc salts fixation solution at 4 °C for 24 hours, dehydrated through a series of graded ethanol baths to displace water, and infiltrated with paraffin wax.

On gestational day 18.5 (E18.5; full term, with anticipated pregnancy duration of ~19.5 days), the remaining radiation exposure group (21 dams) and control group (20 dams) were euthanized in an identical fashion for tissue collection including maternal serum and uteri. One dam in the radiation group was excluded due to the delivery of her pups just prior to euthanasia leaving 20 for analysis. Following hysterectomy, rates of early or late resorption were recorded via gross inspection. Fetuses were removed and placed in iced phosphate buffered saline (PBS) before body weight and length were recorded and pups were evaluated for anomalies. Late resorptions were defined by fetal remains with no discernable anatomy. Placentas were removed, the amnion was removed, and placentas were weighed, flash-frozen in liquid nitrogen, and stored at –80 °C until subsequent analyses, including placental cell signaling and gene expression studies.

### Western blot analysis

Frozen placental samples from the E18.5 groups were homogenized, and Western blot analysis was used to determine the activity of mTOR, endoplasmic reticulum (ER) stress, and inflammatory signaling pathways as well as the presence of DNA double-stranded breaks. Activation of mTOR was assessed by phosphorylation of ribosomal protein S6 (rpS6), and eukaryotic translation initiation factor 4E-binding protein 1 (4E-BP1). Additional analysis included total and phosphorylated p38-MAPK expression to assess inflammatory pathways^44,45,54^, total and phosphorylated eIF2α expression as a functional readout of ER stress^41–43^, and gH2AX expression to assess dsDNA breaks^50,51^.

Commercial antibodies were obtained from Cell Signaling Technology, Boston, MA, USA. 10–15 mg of total protein were loaded onto a sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and proteins were separated at a constant 80 V for 15 minutes followed by 100 V for and additional 45–60 mins. Proteins were transferred onto polyvinylidene difluoride (PVDF) or nitrocellulose membranes, and transferred overnight (~18 hours) at a constant voltage of 35 V. After transfer, membranes were stained with Amido black (Sigma-Aldrich, St. Louis, MO) for 45 seconds and a G:Box (Syngene, Frederick, MD) was used to determine the intensity of the total protein signal, which was subsequently used to normalize the relative abundance of the target proteins. Membranes were de-stained, washed and blocked in tris-buffered saline (TBS) (wt/vol) plus 0.1% Tween® 20 (vol/vol) with 5% nonfat dry milk (Bio-Rad, Hercules, CA) or 5% bovine serum albumin for 1 h at room temperature, per manufacturer protocol. Membranes were subsequently incubated with primary antibodies overnight at 4 °C then washed and incubated with the appropriate secondary peroxidase-labeled antibodies for 1 h. Bands were visualized using enhanced chemiluminescence detection reagents (GE Healthcare, Chalfont, St. Giles, Buckinghamshire, UK). GeneGnome XRQ, a chemiluminescence CCD-based system, was used to capture images of the Western blots in the G:Box; GeneSys software (Genesys, Menlo Park, CA) was used to perform densitometry and compare chemiluminescent Western blots to the Amido black normalization images. For each protein target, the mean density of the control sample bands was assigned an arbitrary value of 1, and data are presented relative to control.

### RNA Sequencing

RNA sequencing was performed on one randomly selected placenta from each of 15 irradiated E18.5 litters and 15 control litters. The RNA from each of the 30 individual placentas was isolated using a Qiagen RNeasy mini kit following the manufacturer’s instructions. Next, a reverse transcriptase reaction was performed using the Qiagen Quantitect RT kit according to manufacturer’s instructions (Qiagen, Hilden, Germany). The resulting cDNA was then subjected to quantitative PCR. RNA purity, quantity, and integrity was determined with NanoDrop (ThermoFisher Scientific, Waltham, MA) and TapeStation 4200 (Agilent, Santa Clara, CA) analysis prior to RNA-seq library preparation. The Universal Plus mRNA-Seq library preparation kit with NuQuant was used (Tecan, Männedorf, Switzerland) with an input of 200 ng of total RNA to generate RNA-Seq libraries. Paired-end sequencing reads of 150 bp were generated on NovaSeq 6000 (Illumina, San Diego, CA) sequencer and de-multiplexed using bcl2fastq.

Illumina adapters and the first 12 base pairs of each read were trimmed using BBDuk (BBMAP; www.sourceforge.net/projects/bbmap) and reads <50 bp post-trimming were discarded. Reads were aligned and quantified using STAR (2.6.0a)^55^ against the Ensembl mouse transcriptome (mg38.p6 genome release 96). Ensembl IDs were mapped to gene names and counts of genes with multiple IDs were aggregated. Low expression genes were removed if mean raw count <1 or mean counts per million (CPM) < 1 for the dataset. Reads were normalized to CPM using the edgeR R package (Bioconductor; Boston, MA)^56^. Differential expression was calculated using the *voom* function in the *limma* R package with RNA integrity numbers as a covariate^57^. Gene set enrichment analysis (GSEA) was performed using the full ranked list of genes by fold change for the indicated comparison and the fgsea R package^58^ using Hallmark, Gene Ontology Biological Processes, and KEGG gene sets from the Molecular Signatures Database^59,60^. A heatmap was generated with the ComplexHeatmap R package^61^ following z-score transformation. Additional plots were generated using the ggplot2 R package^62^.

### Statistical analysis

Comparisons were made between the radiation and control groups at each gestational age. Each litter was considered to be a single replicate given that each fetus is a non-independent observation sharing a common dam, genetic substrate, and host of environmental variables^63^. Following D’Agostino-Pearson normality tests, unpaired T-tests, Fischer’s Exact tests, or Mann-Whitney tests were used to compare phenotypic data between radiation and control groups. For analysis of placental signaling pathways, the mean density of the control sample bands was assigned an arbitrary value of 1, and data for each protein target were presented relative to the control. The relative density of the target protein in each lane was divided by the density of the corresponding total protein band as a loading control and then target protein abundance was compared between groups using unpaired T-tests.

## Supplementary information

Supplementary Information

## Data Availability

The data that support the findings of this study are available upon request form the corresponding author [JS]. Raw and processed RNA sequencing data are available in the Gene Expression Omnibus (GSE271237).

# Supplementary material for: Impact of near continuous low dose rate neutron irradiation on pregnancy outcomes in mice
**Source:** NPJ Microgravity. 2024 Dec 19;10:113. doi: 10.1038/s41526-024-00438-9

Supplemental Table 1. Differentially expressed placental genes in response to irradiation.

Gene	Ave Expr	logFC	lfcSE	P Value	Adj P Value
2010109I03Rik	8.7631817	-4.327273	0.69692875	5.33E-10	7.61E-06
Saa3	6.97776764	-4.047831	0.68050677	2.71E-09	1.93E-05
Hsd3b1	9.60261727	-4.6364079	0.82018564	1.58E-08	7.51E-05
Eif4ebp3	5.67080987	-2.8633729	0.55328594	2.28E-07	0.000688838
3930402G23Rik	5.44045189	-2.9329896	0.56793712	2.41E-07	0.000688838
Sftpd	8.37245862	-3.1861324	0.67695276	2.52E-06	0.0058462
Scd4	6.28160701	-2.2247382	0.47536446	2.87E-06	0.0058462
Entpd3	7.92276366	-2.749815	0.6089283	6.31E-06	0.011250127
Comp	6.12500283	-1.8618017	0.42067056	9.61E-06	0.013777209
Mal2	6.13672579	-2.1408389	0.48383093	9.65E-06	0.013777209
Acox2	8.01869775	-2.5103933	0.59971462	2.84E-05	0.033889504
Slco2b1	8.32351041	-1.5823257	0.37809672	2.85E-05	0.033889504
Greb1	7.50739808	-1.0322687	0.24772904	3.09E-05	0.033889504
Elfn1	5.63669841	-2.3083295	0.55825049	3.55E-05	0.036190273
Vdr	9.13361522	-2.403874	0.59404333	5.20E-05	0.049431395

Table 1. Fifteen differentially expressed genes (all significantly downregulated at FDR < 0.05) were identified in placentas the radiation treated mice.

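The columns of Supplemental Table 1 for these 15 genes are those of a DESeq2 results table: a mean normalized count (here as its log2), a log2 fold change, its standard error, a p and an adjusted p. Run on the deposited counts with RIN in the model and the genes kept as above, the Wald test of DESeq2 1.42.0 called 15 genes, all lower in irradiated placentas, and they are the 15 of the table. The largest difference from the table over the 15 genes was 0.000216 in the log2 fold change and 3.69e-07 in its standard error. Among them are the acute-phase gene Saa3, lower than the control median in 13 of 15 irradiated placentas, Greb1 in 14 of 15 and Sftpd in 13 of 15. With RIN left out of that test, 18 genes passed, 13 of them in the table. With RIN and resorption in it, 3 passed, all in the table.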

Supplemental Table 2. The top 25 most significant gene sets using fgSEA.

fgSEA GENE SET	Set Size	Enrich Score	NES	P Value	Adj P Value	Q Values	Rank
GOBP_NEGATIVE_REGULATION_OF_PEP<br>TIDASE_ACTIVITY	158	-0.745256	-2.043041	1.00E-10	2.35E-07	2.07E-07	698
GOBP_STEROID_METABOLIC_PROCESS	218	-0.724378	-1.999553	1.00E-10	2.35E-07	2.07E-07	1251
GOBP_ORGANIC_HYDROXY_COMPOUND<br>METABOLIC_PROCESS	384	-0.633095	-1.761591	4.16E-10	6.51E-07	5.74E-07	1653
GOBP_NEGATIVE_REGULATION_OF_HYD<br>ROLASE_ACTIVITY	308	-0.649478	-1.800768	8.55E-10	1.00E-06	8.85E-07	698
HALLMARK_COAGULATION	109	-0.768328	-2.054814	4.69E-09	3.78E-06	3.34E-06	1201
GOBP_NEGATIVE_REGULATION_OF_PRO<br>TEOLYSIS	227	-0.681214	-1.881993	4.84E-09	3.78E-06	3.34E-06	1564
GOBP_REGULATION_OF_PEPTIDASE_AC<br>TIVITY	319	-0.631132	-1.750248	5.83E-09	3.91E-06	3.44E-06	698
HALLMARK_G2M_CHECKPOINT	181	0.465857	2.0121441	9.01E-09	5.29E-06	4.66E-06	2057
GOBP_STEROID_BIOSYNTHETIC_PROCE<br>SS	135	-0.728668	-1.971851	1.11E-08	5.78E-06	5.09E-06	1003
GOBP_HEART_MORPHOGENESIS	185	0.4654061	1.9902064	2.20E-08	1.03E-05	9.11E-06	2851
GOBP_REGULATION_OF_PLASMA_LIPOP<br>ROTEIN_PARTICLE_LEVELS	71	-0.811176	-2.096713	4.00E-08	1.71E-05	1.51E-05	436
GOBP_STEROL_METABOLIC_PROCESS	127	-0.733661	-1.982160	5.43E-08	2.13E-05	1.87E-05	1003
GOBP_HUMORAL_IMMUNE_RESPONSE	112	-0.749493	-2.005858	8.23E-08	2.91E-05	2.56E-05	1087
KEGG_COMPLEMENT_AND_COAGULATIO<br>N_CASCADES	44	-0.863037	-2.111329	8.95E-08	2.91E-05	2.56E-05	1215
GOBP_PROTEIN_LIPID_COMPLEX_SUBUN<br>IT_ORGANIZATION	42	-0.869046	-2.116218	9.29E-08	2.91E-05	2.56E-05	436
GOBP_SMALL_MOLECULE_CATABOLIC_P<br>ROCESS	315	-0.618372	-1.714092	1.36E-07	4.00E-05	3.53E-05	1640
GOBP_CARDIAC_CHAMBER_DEVELOPME<br>NT	130	0.492017	2.0161425	1.51E-07	4.00E-05	3.53E-05	2313
GOBP_AORTIC_VALVE_MORPHOGENESIS	28	0.7745539	2.4290479	1.60E-07	4.00E-05	3.53E-05	1834
GOBP_POST_TRANSLATIONAL_PROTEIN_<br>MODIFICATION	315	-0.616939	-1.71012	1.62E-07	4.00E-05	3.53E-05	517
GOBP_PROTEIN_CONTAINING_COMPLEX<br>REMODELING	26	-0.913301	-2.085026	1.71E-07	4.02E-05	3.54E-05	436
GOBP_SEMI_LUNAR_VALVE_DEVELOPME<br>NT	38	0.7061996	2.3698387	5.80E-07	0.000130	0.000114	2170
GOBP_HEART_VALVE_DEVELOPMENT	56	0.6145876	2.1803350	6.89E-07	0.000147	0.000130	2283
GOBP_CHOLESTEROL_EFFLUX	35	-0.864946	-2.068669	7.54E-07	0.000148	0.000130	263
GOBP_NEUTRAL_LIPID_METABOLIC_PRO<br>CESS	89	-0.746564	-1.978627	7.56E-07	0.000148	0.000130	1251
GOBP_LIPID_LOCALIZATION	340	-0.592956	-1.648712	9.68E-07	0.000182	0.000160	1328

Supplementary Figure 1

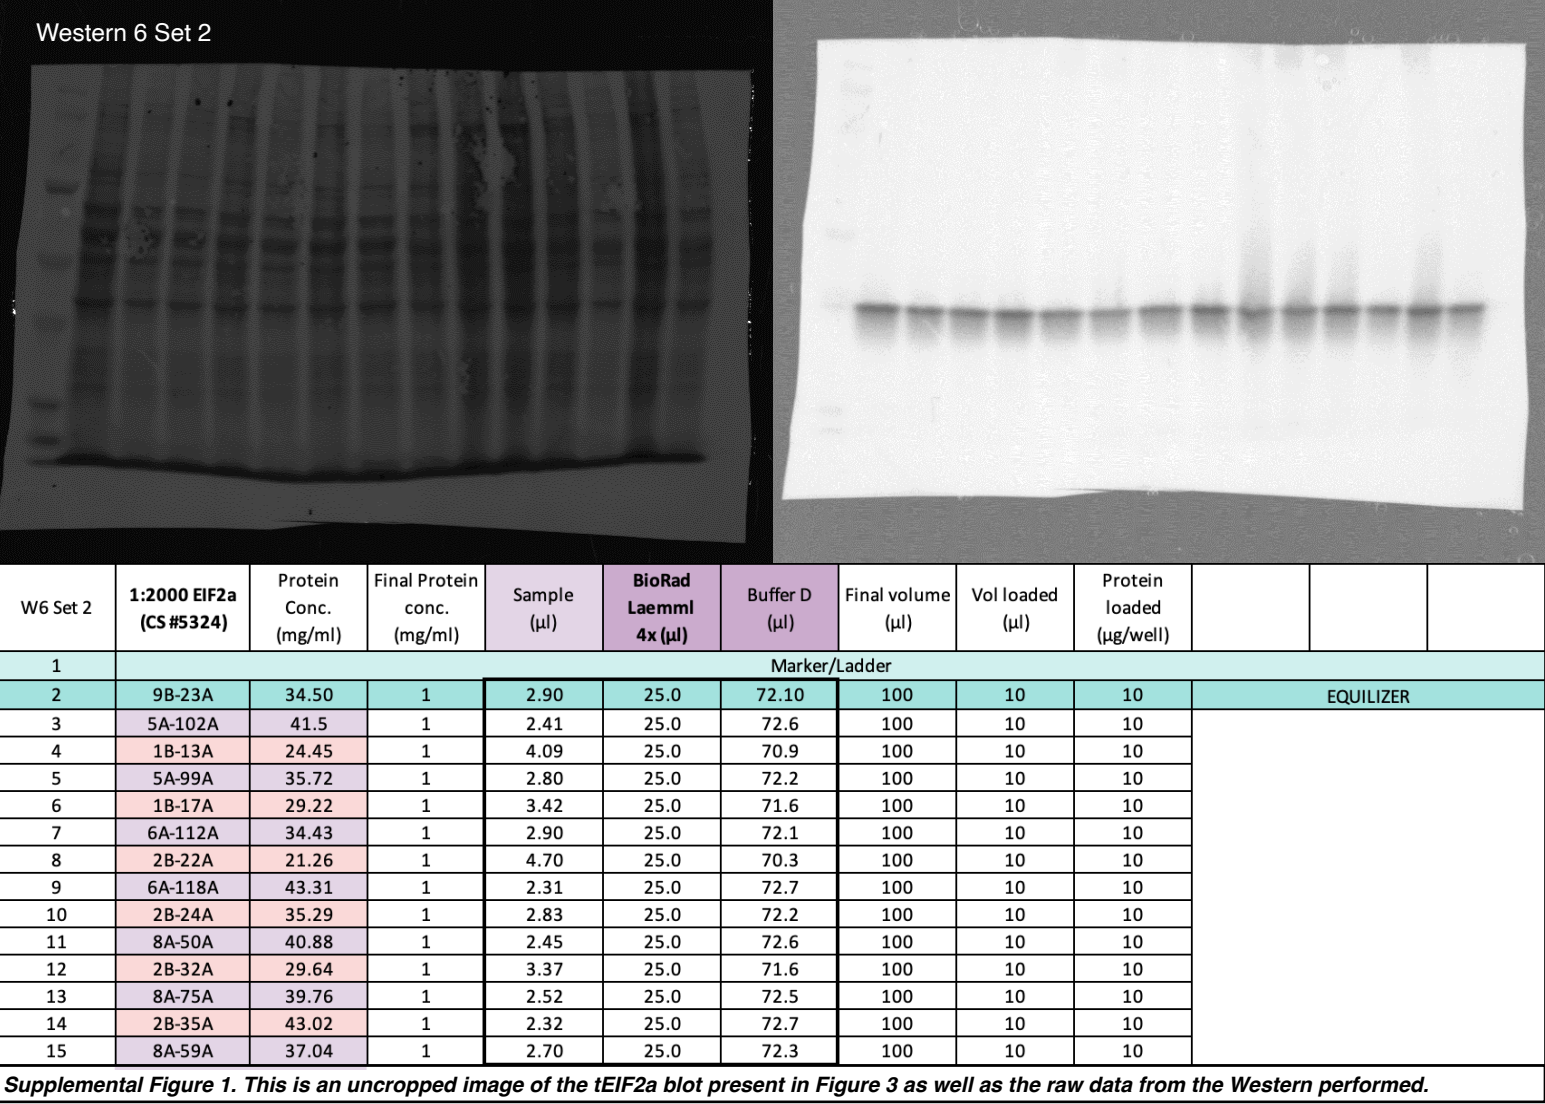

Supplementary Figure 2

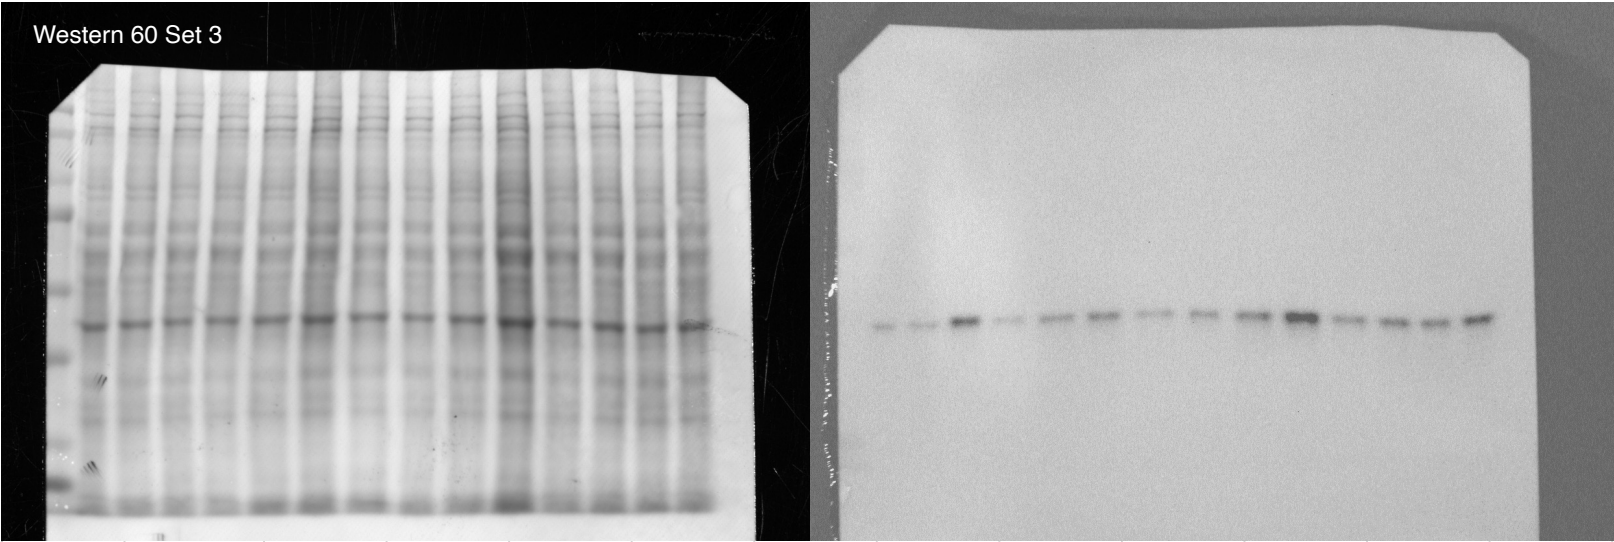

W60 Set 3	1:1000 pEIF2a (#3398)	Protein Conc. (mg/ml)	Final Protein conc. (mg/ml)	Sample (μl)	BioRad Laemmli 4x (μl)	Buffer D (μl)	Final volume (μl)	Vol loaded (μl)	Protein loaded (μg/well)			
1	Marker/Ladder											
2	9B-23A	34.50	1	2.03	17.5	50.47	70	10	10	EQUILIZER		
3	8A-47A	43.06	1	0.58	6.3	18.2	25	10	10			
4	7B-18A	42.99	1	0.58	6.3	18.2	25	10	10			
5	8A-55A	34.47	1	0.73	6.3	18.0	25	10	10			
6	7B-39A	38.09	1	0.66	6.3	18.1	25	10	10			
7	8A-49A	33.59	1	0.74	6.3	18.0	25	10	10			
8	9B-26A	43.1	1	0.58	6.3	18.2	25	10	10			
9	8A-90A	35.29	1	0.71	6.3	18.0	25	10	10			
10	9B-34A	42.64	1	0.59	6.3	18.2	25	10	10			
11	10A-79A	30.59	1	0.82	6.3	17.9	25	10	10			
12	9B-11A	38.42	1	0.65	6.3	18.1	25	10	10			
13	8A-59A	37.04	1	0.67	6.3	18.1	25	10	10			
14	12B-151A	40.55	1	0.62	6.3	18.1	25	10	10			
15	5A-96A	33.20	1	2.11	17.5	50.4	70	10	10			

Supplemental Figure 2. This is an uncropped image of the pEIF2a blot present in Figure 3 as well as the raw data from the Western performed.

Supplementary Figure 3

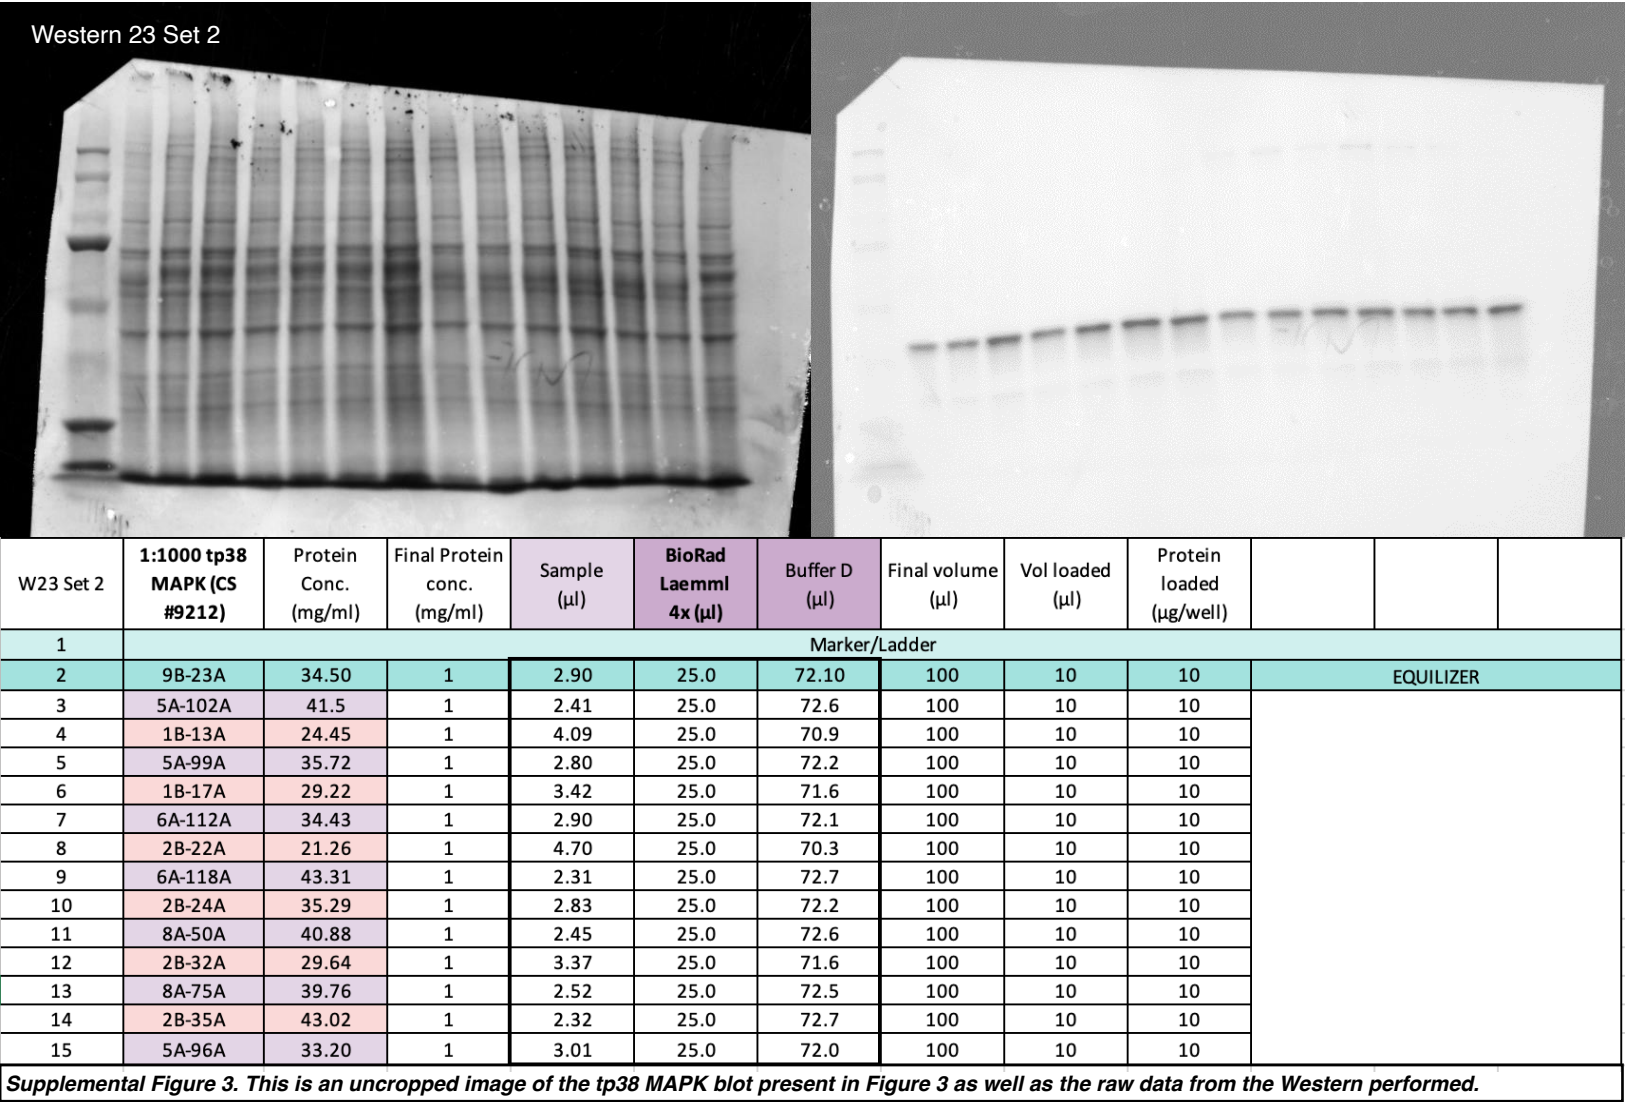

Supplementary Figure 4

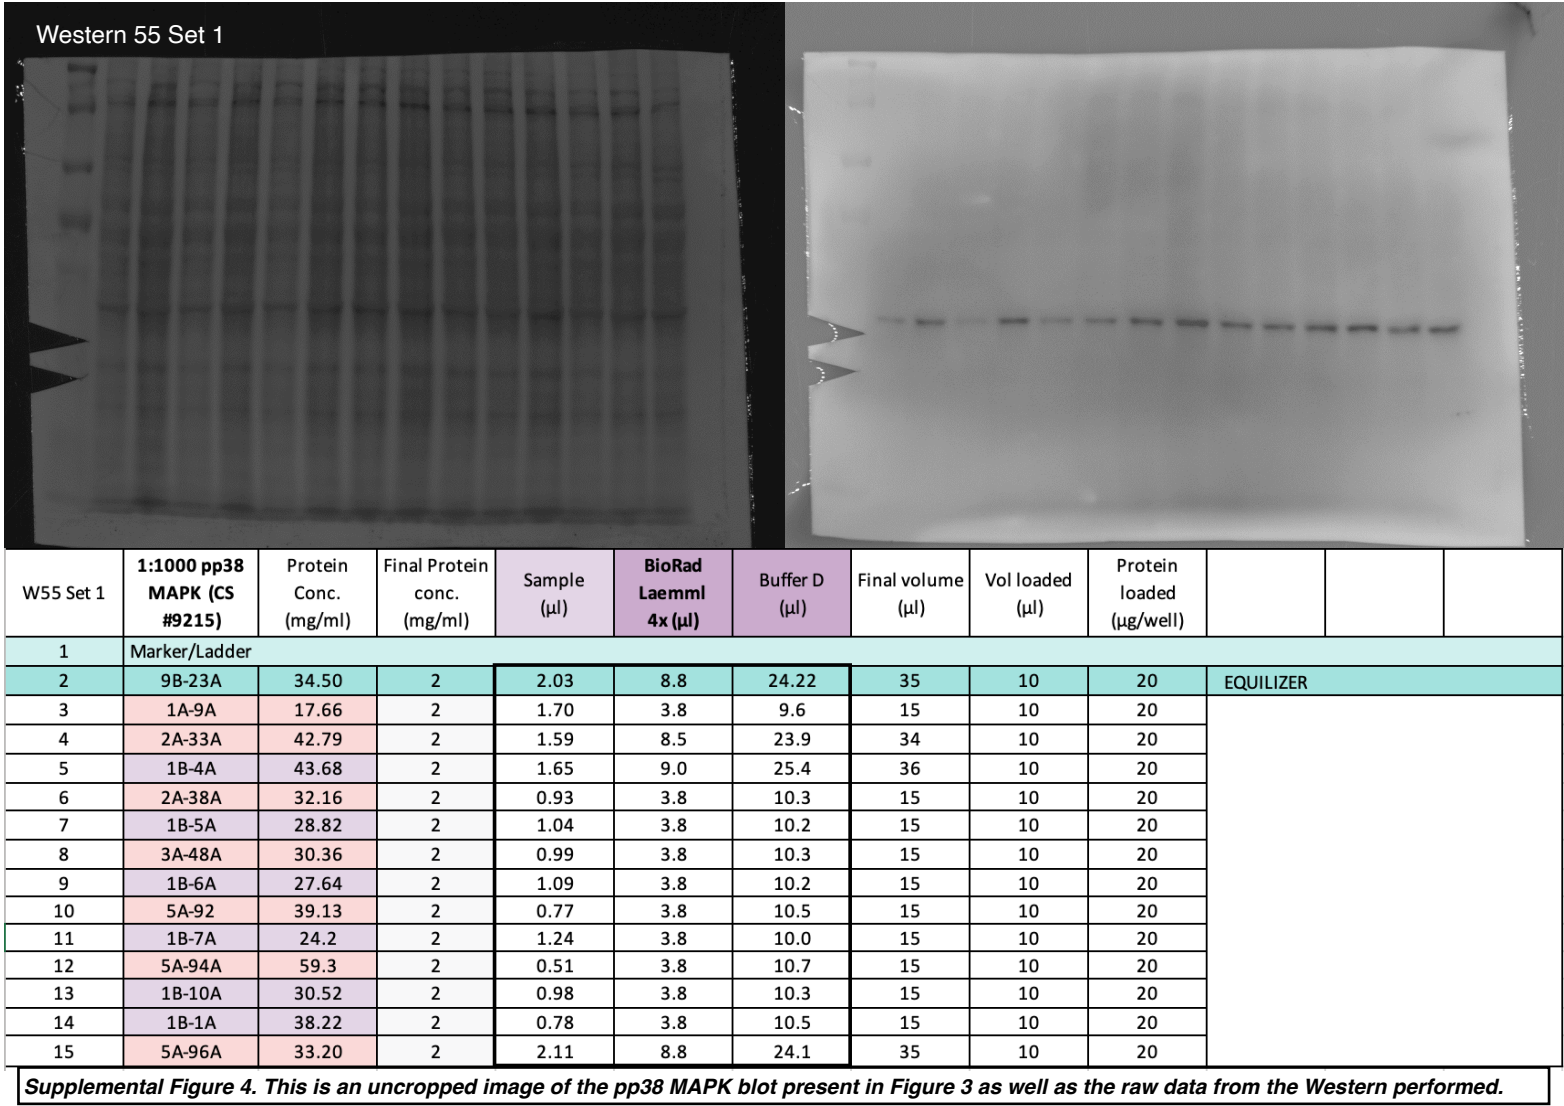

Supplementary Figure 5

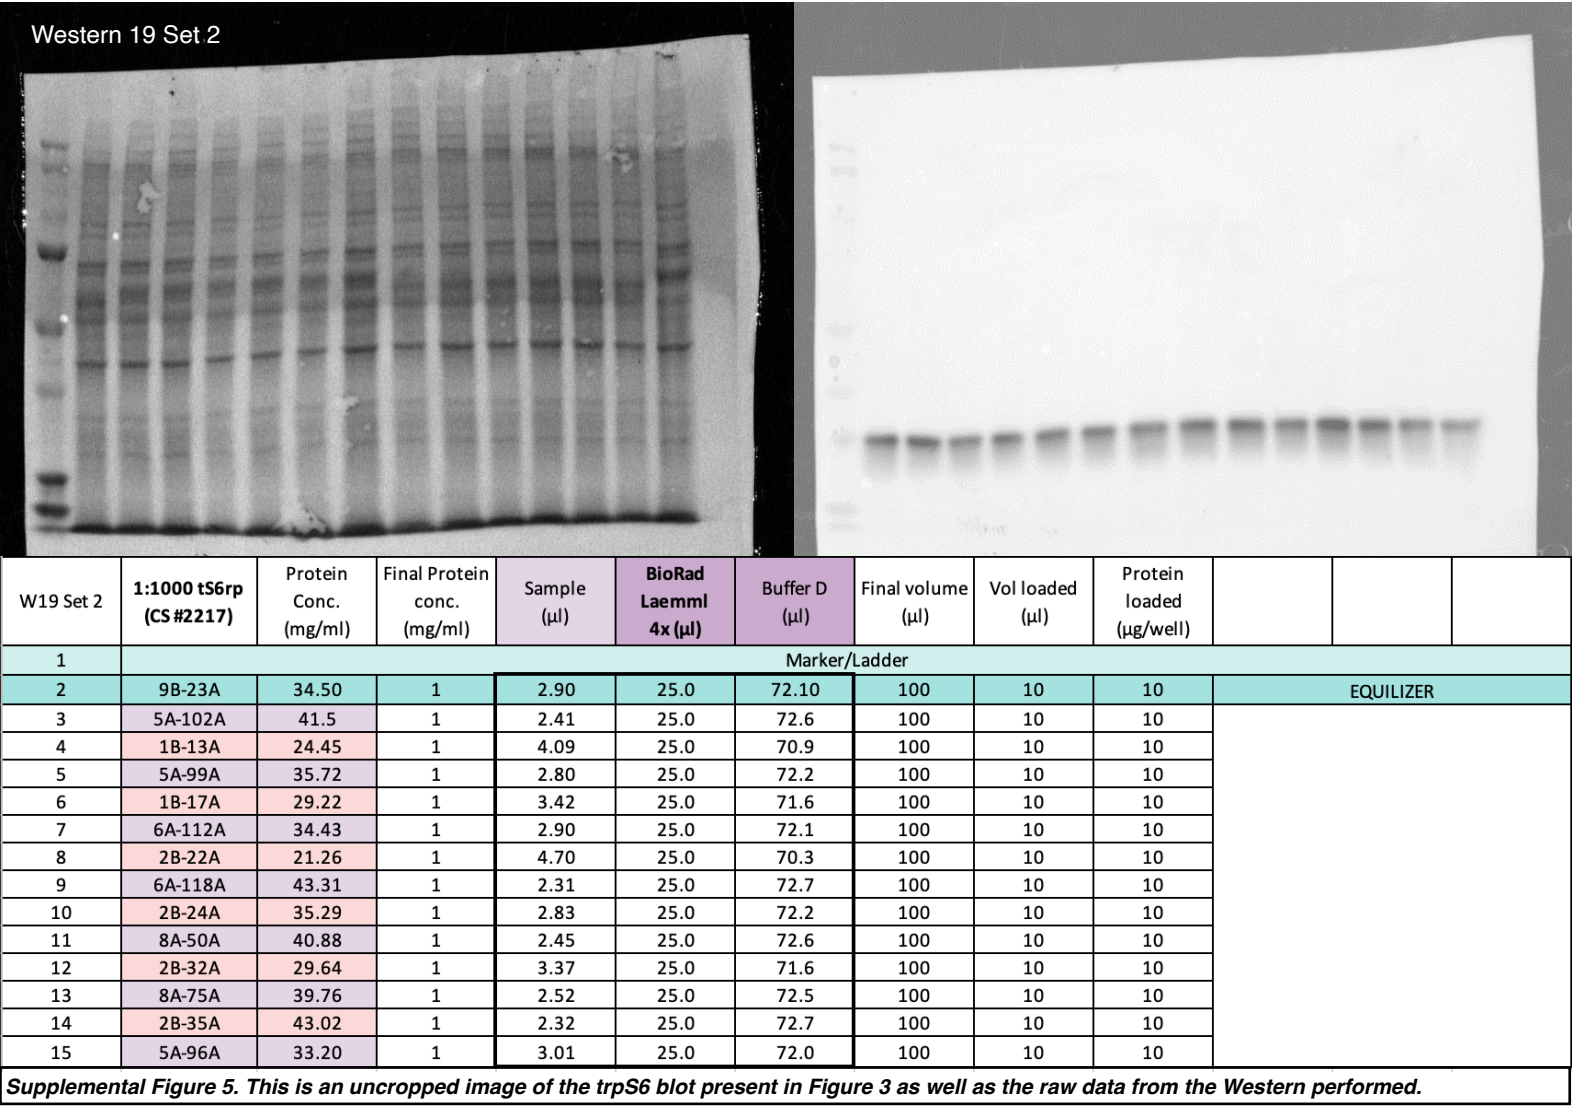

Supplementary Figure 6

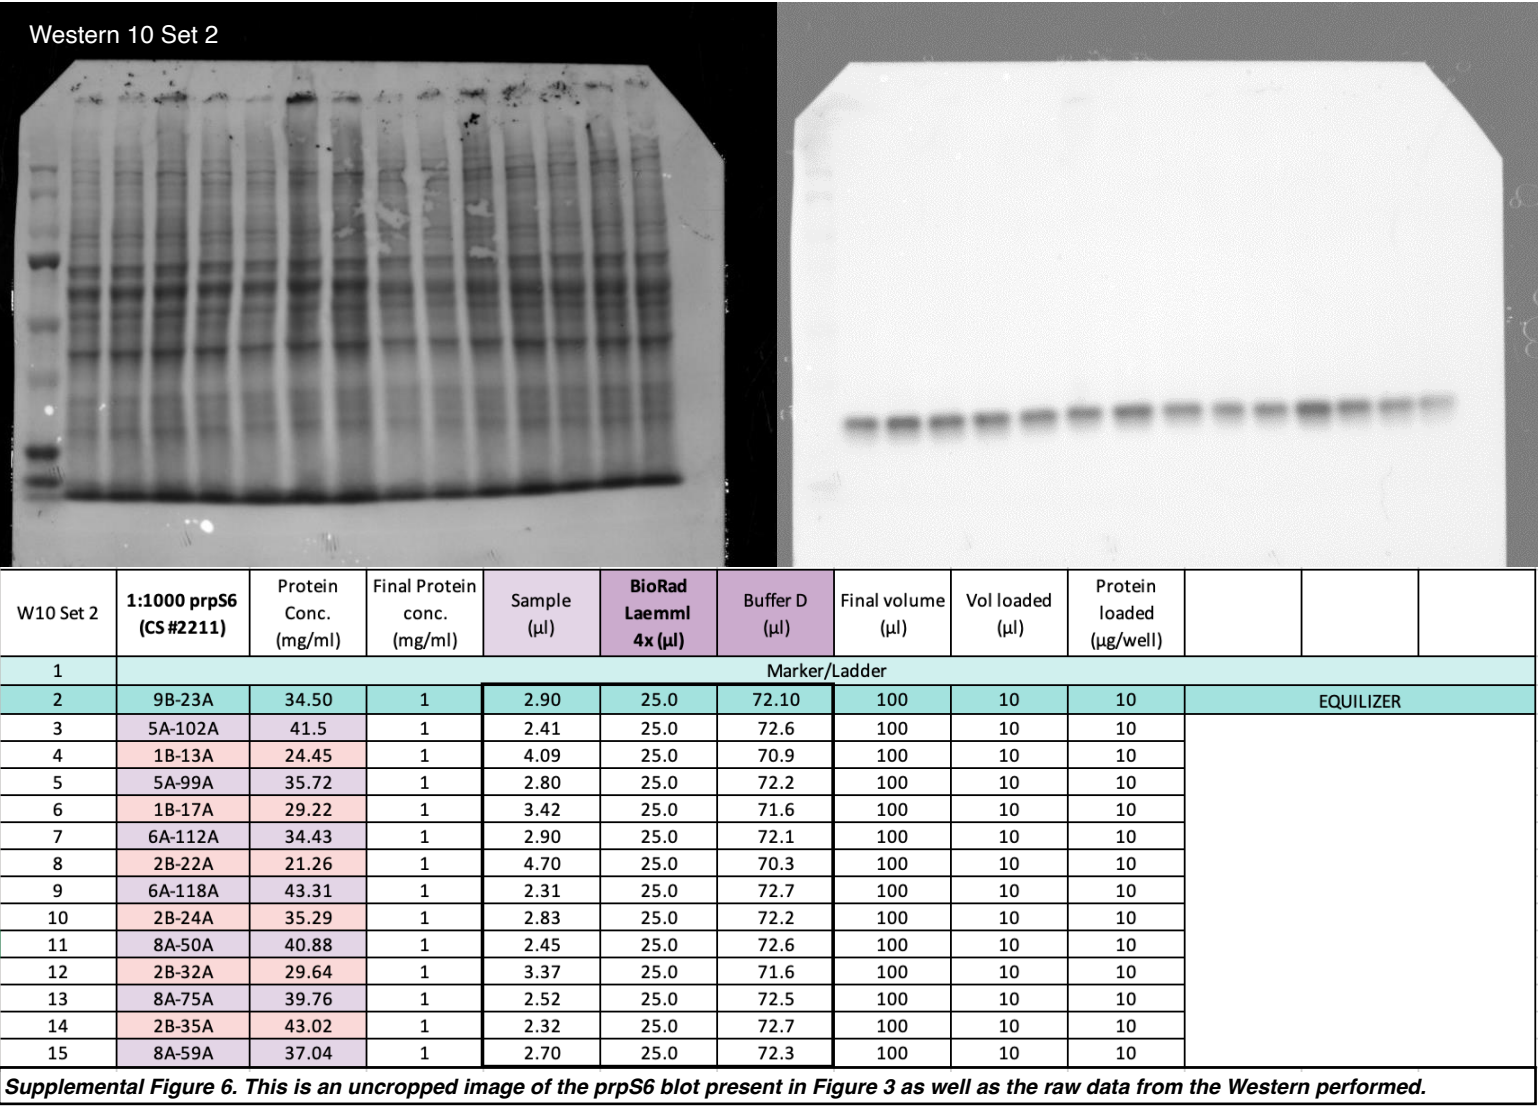

Supplementary Figure 7

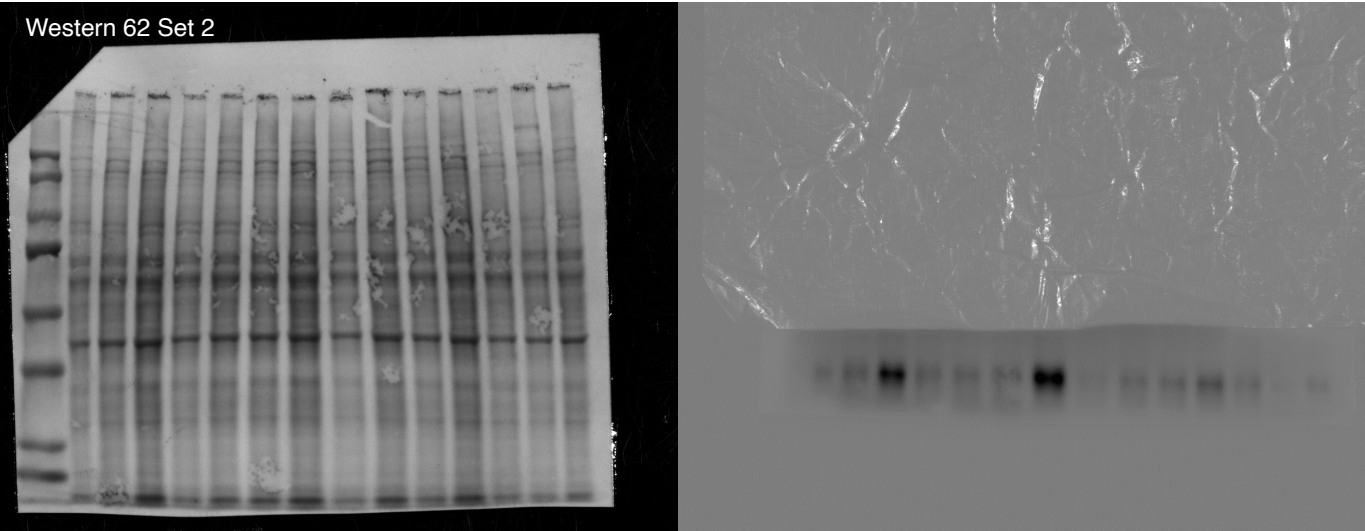

W62 Set 2	1:1000 t4EBP-1 (CS #9452)	Protein Conc. (mg/ml)	Final Protein conc. (mg/ml)	Sample (μl)	BioRad Laemmli 4x (μl)	Buffer D (μl)	Final volume (μl)	Vol loaded (μl)	Protein loaded (μg/well)			
1	Marker/Ladder											
2	9B-23A	34.50	1	2.03	17.5	50.47	70	10	10	EQUILIZER		
3	5A-102A	41.5	1	0.72	7.5	21.8	30	10	10			
4	1B-13A	24.45	1	1.23	7.5	21.3	30	10	10			
5	5A-99A	35.72	1	0.84	7.5	21.7	30	10	10			
6	1B-17A	29.22	1	1.03	7.5	21.5	30	10	10			
7	6A-112A	34.43	1	0.87	7.5	21.6	30	10	10			
8	2B-22A	21.26	1	1.41	7.5	21.1	30	10	10			
9	6A-118A		1	0.69	7.5	21.8	30	10	10			
10	2B-24A	35.29	1	0.85	7.5	21.6	30	10	10			
11	8A-50A	40.88	1	0.73	7.5	21.8	30	10	10			
12	2B-32A	29.64	1	1.01	7.5	21.5	30	10	10			
13	8A-75A	39.76	1	0.75	7.5	21.7	30	10	10			
14	2B-35	43.02	1	0.70	7.5	21.8	30	10	10			
15	5A-96A	33.20	1	2.11	17.5	50.4	70	10	10			

Supplemental Figure 7. This is an uncropped image of the t4EBP-1 blot present in Figure 3 as well as the raw data from the Western performed.

Western 52 Set 1

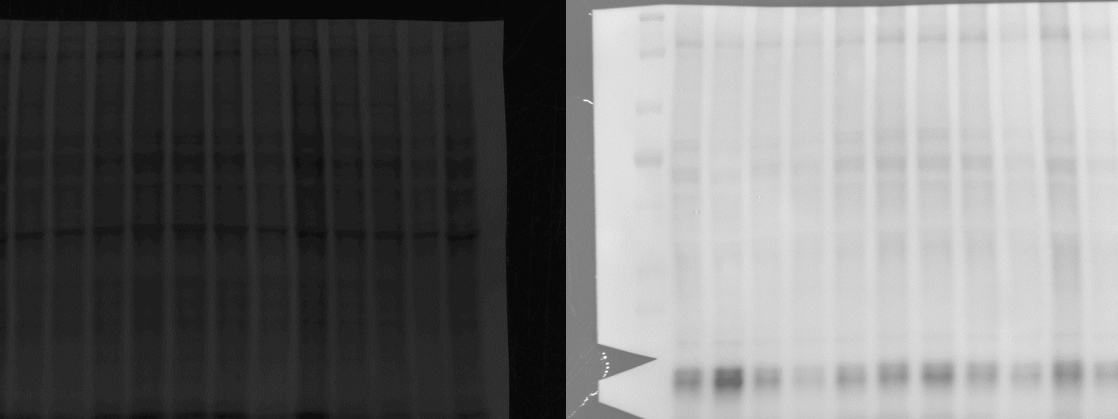

W52 Set 1	1:1000 p4EBP-1 (CS #9459)	Protein Conc. (mg/ml)	Final Protein conc. (mg/ml)	Sample (μl)	BioRad Laemmli 4x (μl)	Buffer D (μl)	Final volume (μl)	Vol loaded (μl)	Protein loaded (μg/well)			
1	Marker/Ladder											
2	9B-23A	34.50	2	2.03	8.8	24.22	35	10	20	EQUILIZER		
3	1A-9A	17.66	2	1.70	3.8	9.6	15	10	20			
4	1B-1A	38.22	2	0.78	3.8	10.5	15	10	20			
5	2A-33A	42.79	2	0.70	3.8	10.5	15	10	20			
6	1B-4A	43.68	2	0.69	3.8	10.6	15	10	20			
7	2A-38A	32.16	2	0.93	3.8	10.3	15	10	20			
8	1B-5A	28.82	2	1.04	3.8	10.2	15	10	20			
9	3A-48A	30.36	2	0.99	3.8	10.3	15	10	20			
10	1B-6A	27.64	2	1.09	3.8	10.2	15	10	20			
11	5A-92	39.13	2	0.77	3.8	10.5	15	10	20			
12	1B-7A	24.2	2	1.24	3.8	10.0	15	10	20			
13	5A-94A	59.3	2	0.51	3.8	10.7	15	10	20			
14	1B-10A	30.52	2	0.98	3.8	10.3	15	10	20			
15	5A-96A	33.20	2	2.11	8.8	24.1	35	10	20			

Supplemental Figure 8. This is an uncropped image of the pEIF2α blot present in Figure 3 as well as the raw data from the Western performed.

Supplementary Figure 9

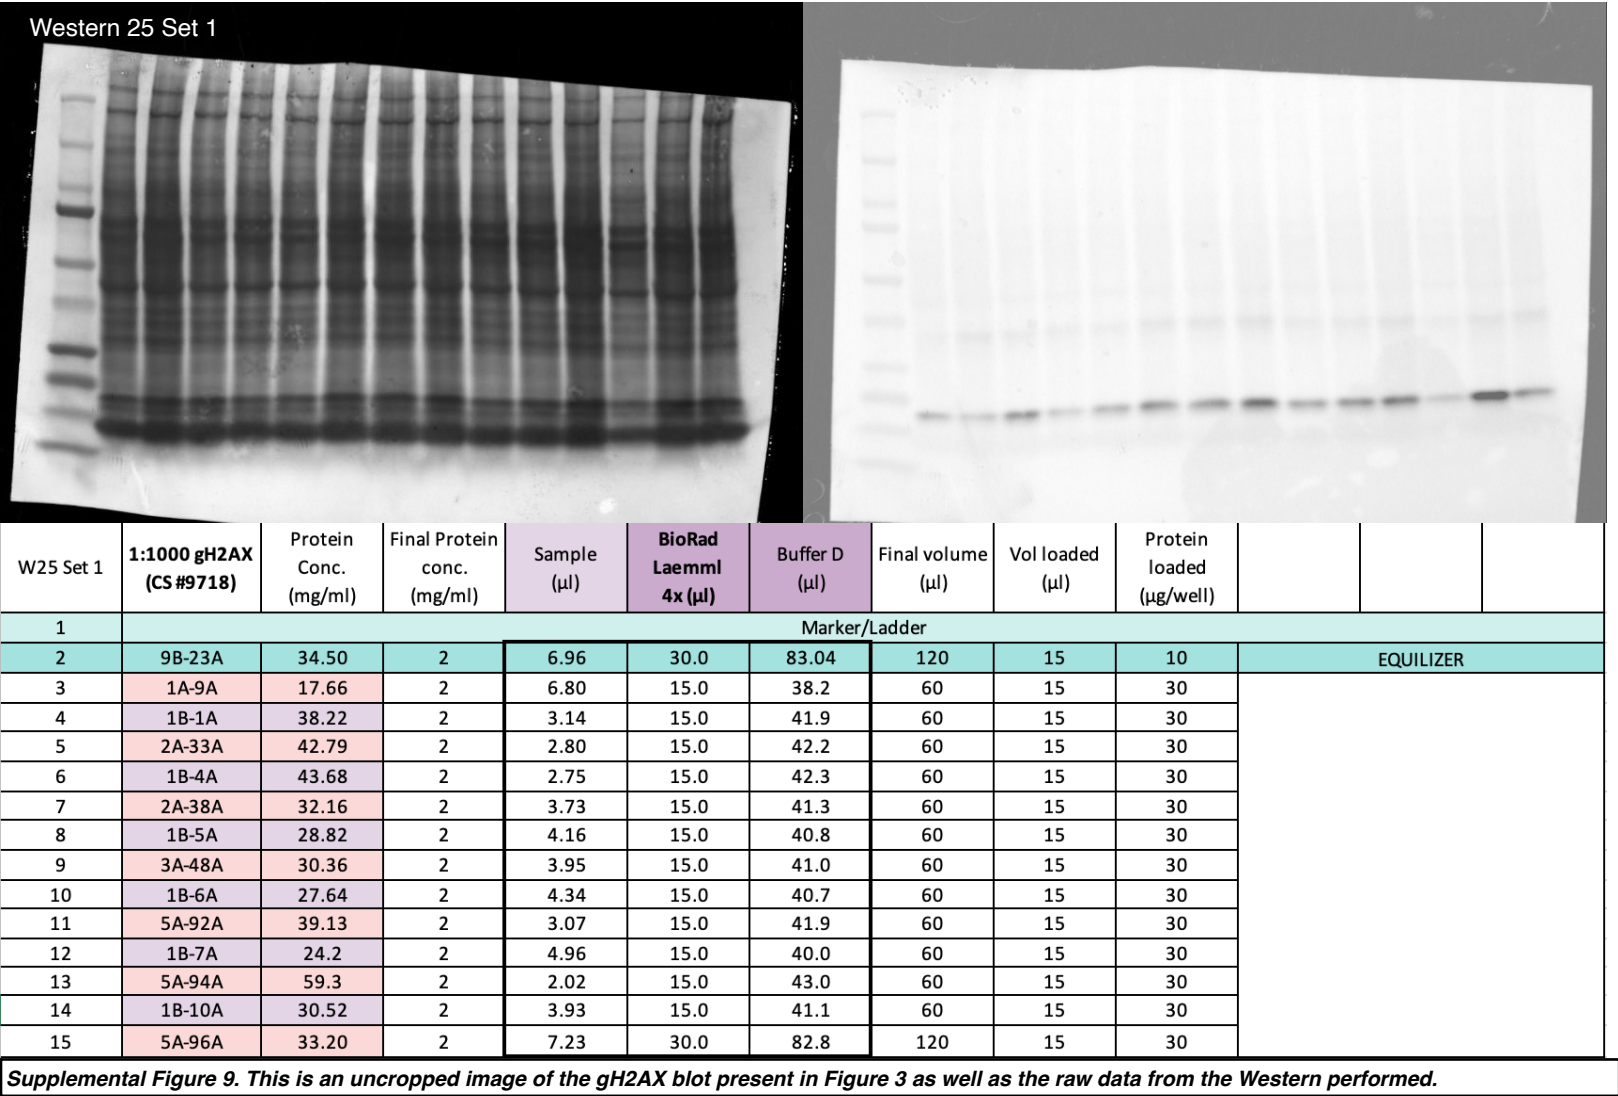

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

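Bulk RNA sequencing libraries of 30 mouse placentas at embryonic day 18.5 were used, 15 irradiated and 15 control, each from a different litter. The authors extracted RNA with RNeasy kits, prepared libraries with the Universal Plus mRNA-Seq kit, sequenced paired ends on a NovaSeq, trimmed reads with BBDuk and aligned them with STAR 2.6.0a to the mouse genome GRCm38. They then mapped identifiers to gene names and aggregated the counts. The deposited values are these counts: whole numbers of reads per gene and library, neither scaled nor filtered. All 30 columns were assigned to a placenta, and 0 were left unused. Resorption and RIN were taken from the sample labels. The number before the letter is not in the library names and was taken from the Western blot names in the paper, where none was found for A3.

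Genes with a mean count of at least 1 and a mean CPM of at least 1 over the 30 libraries were tested (14270). The test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 with TMM scaling and RIN in the model, adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. limma-voom (limma 3.58.1) and the Wald test of DESeq2 1.42.0 with default settings were run on the same genes and model. The lists were tested with camera, with the correlation between genes estimated from the residuals or preset at 0.01, and with fry. fgsea 1.28.0 (seed 7) ranked genes by log2 fold change for Reactome sets and for the lists. Genes named are those of Supplemental Table 1 and Table 2 of the paper, the 5 with the smallest p values in each direction, up to 4 per list with the smallest p values, and the 4 markers per cell type with the highest mean CPM. The values of the paper's tables had been seen when this rule was set. Kdm5d and Uty, outside the rule, were named after their values were seen. Principal components were computed on centered and scaled log2 CPM with a prior count of 2. Group differences and correlations of single measures used 100000 permutations, or all permutations where a group had fewer than 10 values. Effects of RIN, of resorption and of the interaction between irradiation and resorption came from the same edgeR model.

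The 18 pathway lists cover steroid hormone synthesis, cholesterol synthesis, lipoproteins and sterol transport, bile acids, vitamin D, complement and coagulation, peptidase inhibitors, the G2/M cell cycle, heart development, mTOR, ER stress, inflammation, p53 targets, DNA repair, oxidative stress, hypoxia, immediate early genes and imprinted growth genes. The 15 marker lists cover visceral yolk sac endoderm (with and without lipid transport), parietal endoderm, decidua, uterine epithelium, spongiotrophoblast, glycogen trophoblast, syncytiotrophoblast, giant cells, endothelium, erythroid cells, leukocytes, smooth muscle, mesenchyme and hepatocytes. The collections that the paper used for gene sets were not available, so that its sets were not tested.

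Library totals were 23661673 to 38628587 counts. Of the 105 pairs of libraries in each group, 0 held identical counts, and the smallest chi-square per degree of freedom between replicates was 18.0 in control and 22.3 in irradiated placentas, above sampling noise. On simulated data with the sample sizes of this study, edgeR found 95.9% of genes changed by 1 on the log2 scale and 99.0% of those changed by 2, with 10 false calls among 201. DESeq2 made 25 false calls among 216 and limma-voom 11 among 201. The simulated counts follow a smooth negative binomial distribution, without libraries that stand apart. A simulated changed list (25 genes raised by 1 on the log2 scale) was called by camera with an estimated correlation, and 0 of 20 unchanged lists were. The genes were simulated independently of each other, whereas the measured lists are correlated (0.737 for the yolk sac markers). The simulation thus does not test camera on lists of correlated genes. Alternatives were run for scaling, count filter, test, covariates and samples, and each of the 30 libraries was left out in turn.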

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

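The tests of RIN behind the resorption genes and of the name numbers behind the RIN genes were chosen after results were seen. The edgeR models of irradiation with the yolk sac marker score or the name numbers were planned, but the bounds by which the marker score is judged were written after results were seen. As explanations of the RIN genes, resorption had met its bound set beforehand and the name numbers had missed theirs, and both verdicts were changed to undecided after their values were seen. Signals that the paper does not report are 7577 genes associated with RIN, 13 of 14 spongiotrophoblast markers lower and 7 of 8 syncytiotrophoblast markers higher at higher RIN, a RIN higher by 1.31 in litters with resorptions, and 6105 genes that differ with resorptions when RIN is left out of the model.

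The first pattern is the 15 genes that DESeq2 calls lower in irradiated placentas. Whether chance can be excluded was tested by dividing the 30 placentas into 15 and 15 in 100 ways, the real one included. With DESeq2, 7 of the 100 gave at least the real count of 15 (4 of the 100 when only lower genes are counted). The highest other division gave 578, so that chance cannot be excluded and such divisions point to structure among the samples. With edgeR the real count is 0, which any division reaches, so that the divisions cannot test it (97 gave 0, highest other 170). RNA integrity does not account for the genes, since leaving RIN out of the model kept 94.4% of their median log2 fold change. The amount of visceral yolk sac endoderm in the dissected tissue is a candidate explanation for part of the pattern. With the marker score in the model 38.0% of that median was left and DESeq2 called 0 genes. Still, 9 of the 15 were at an unadjusted p under 0.05 in edgeR. In their score of the 15 genes, the 5 control placentas of the Fig. 2C cluster lay 1.04 to 2.27 above the line of the other 25 placentas against the marker score. The largest residual of those 25 was 0.238 (SD 0.0944). This argues against the amount of that endoderm, as scored by the markers, as the whole account of these 5 placentas, which were grouped by these same genes. The numbers in the Western blot names divide the treatments, with both groups only under 1 and 2 (3 irradiated and 10 control), and the divisions by chance ignore them. With the numbers as a block the median log2 fold change of the 15 genes was -2.86 and edgeR called 0. A response of the genes in trophoblast was not tested.

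The second pattern is the RIN and resorption genes, for which loss of long transcripts at low RIN is in line with a Spearman rho of 0.514 across genes between the RIN coefficient and transcript length (genes are not independent replicates). The median RIN coefficients of the marker lists lie at percentiles 0 (spongiotrophoblast) and 100 (syncytiotrophoblast) of 10000 random lists of like length. The medians of those random lists centered on -0.0981 and -0.00579, against -0.337 and 0.427 for the markers. This is a description only and gives no verdict on length, since markers of a cell type are correlated and the random genes were drawn without regard to that. Library size does not account for the RIN genes: 99.1% of their number was called with library size in the model. RIN, resorptions and the name numbers cannot be told apart: with resorption in the model the number was 51.9% of its value (3933 genes), and with the name numbers as a block 84.8% of the RIN genes kept their sign while 0 passed, with 0 genes (47.1% of signs kept) within numbers 1 and 2 and 2976 genes (97.4%) within the higher numbers. Among 100 reassignments of the resorption label within treatment, the real one included, 1 of 100 reached the 6105 genes (highest other 309). This excludes chance only for labels that fall freely within treatment. The reassignments ignore the name numbers: resorptions fell on 1 of 13 placentas numbered 1 or 2 and on 12 of 16 with higher numbers. A chance alignment of resorptions with these numbers was not tested. With RIN in the model 0% of the 6105 genes were called, and the interaction had 0 genes in edgeR. Any reassignment reaches a count of 0, so that these counts cannot test chance (highest others 2 and 8).

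The third pattern is the enrichment of gene sets in irradiated placentas. In the same divisions of the 30 placentas, 65 of 100 gave at least the real 36 Reactome sets in fgsea (highest other 163), so that chance cannot be excluded. For the lists, camera with a preset correlation called the real 16, reached by 10 of 100 divisions (highest other 20). With an estimated correlation it called 0, a count that any division reaches, so that the divisions cannot test it (92 gave 0, highest other 2).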

How the results depend on the processing

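The lists, designs and alternatives were set before the data were examined, except for DESeq2 with other covariates or samples and the covariates added to the RIN test, which were chosen after seeing the data. The alternative without 5 control placentas was read from Fig. 2C of the paper, so that it was drawn from these same placentas. The count of 0 genes changed by irradiation in edgeR held with RLE scaling, without a filter, with filterByExpr, robust fitting, limma-voom with or without quality weights, no RIN, each added covariate, without the 5 control placentas of the Fig. 2C cluster, and without any single library. It was 15 lower with DESeq2, 18 without RIN, 3 with RIN and resorption, 0 with the yolk sac marker score, and 4 to 21 with 1 library left out. Lists called were 0 with an estimated correlation, 11 lower and 5 higher with a preset one, and 13 lower and 6 higher with fgsea. Reactome sets numbered 65 lower and 29 higher when ranked by F, 63 and 51 without RIN, and 2 and 5 without the 5 placentas. The first component carried 28.6% of the variance without scaling (group difference -3.72) and 56.6% on the 500 most variable genes. Its r with RIN was 0.837 (pooled over clusters), 0.343 without scaling and 0.0189 on 500 genes. Without RIN, 2988 genes were lower and 3117 higher with resorptions, and the interaction gave 2 genes with DESeq2. RIN genes numbered 3933 with resorption and 0 with the name number as a block in the model. Where no cause is given above, the cause was not tested. No paired analysis was possible because the groups share no replicate number.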

Differences from the paper's values

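The paper reports 15 differentially expressed genes at its threshold of 0.05, all lower in irradiated placentas; in edgeR 0 genes were called. Of the alternatives set before the data were examined (the one without 5 control placentas was read from Fig. 2C of the paper), the DESeq2 Wald test with RIN gives 15. The others do not and give 0: limma-voom with RIN, which is the test named in the paper's methods, limma-voom with quality weights, edgeR with RLE scaling, without a filter, with filterByExpr, with robust fitting, without RIN, with RIN and resorption, with RIN and the Y-linked transcript level, with RIN and the yolk sac marker score, with RIN and the name number as a block, and without the 5 control placentas of the Fig. 2C cluster. DESeq2 without RIN, chosen after seeing the values, gives 18 genes and drops 2 of the paper's 15. DESeq2 with RIN and resorption gives 3 of the 15, and DESeq2 with 1 library left out 4 to 21 genes, both also chosen after seeing the values. The paper states that Hsd3b1, Acox2 and Vdr were significantly downregulated; in edgeR their adjusted p values are 0.236, 0.491 and 0.571, while all have negative log2 fold changes and DESeq2 calls them.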

Other observations

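Markers of glycogen trophoblast, the glycogen-storing cells of the junctional zone, were lower on average in irradiated placentas. Of 7 measured, 6 had negative log2 fold changes (median -0.31), 5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone, while 0 passed over all genes. The adhesion gene Ncam1 had 47.2 ± 12.0 CPM in irradiated and 61.7 ± 11.1 CPM in control placentas (SD, n = 15 each, log2 fold change -0.31, SE 0.0972, adjusted p = 0.746, overlapped on the opposite strand), Plac8 96.7 ± 27.5 and 136 ± 40.3 CPM (-0.39, SE 0.132, adjusted p = 0.771), the phospholipase gene Pla2g4d -0.59 (SE 0.212) and the retinoic acid synthesis gene Aldh1a3 -0.58 (SE 0.210). The connexin gene Gjb3 had 0.08. The list's unadjusted p in camera was 0.00891. Across the alternatives the adjusted p with an estimated correlation was between 0.0539 (without the 5 control placentas of the Fig. 2C cluster) and 0.366 (with 1 library left out). With the yolk sac marker score in the model the median was -0.37.

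Markers of the trophoblast layers moved with RIN in opposite directions, with treatment in the model. Of 14 spongiotrophoblast markers, 13 were lower at higher RIN (median log2 change per RIN unit -0.34): Tpbpa -0.40 (adjusted p = 9.91e-05) and Prl8a8 -0.36 (adjusted p = 0.000469). Of 8 syncytiotrophoblast markers, 7 were higher (median 0.43), with Gjb2 at 0.66 (adjusted p = 0.000168) and the lactate carrier gene Slc16a1, which overlaps other genes on its strand, at 0.16 (adjusted p = 0.000673). Endothelium markers were higher in 9 of 15 and lower in 1, and genes of heart development higher in 29 of 52 and lower in 6. ER stress genes were lower in 20 of 30 and higher in 4, and giant cell markers lower in 7 of 13 and higher in 3. No list was called in camera with an estimated correlation (adjusted p = 0.982 for each), and 0 genes were called with the name numbers as a block. Among 13 placentas with a number of 1 or 2 in their names, the marker score had r = 0.0991 (permutation p = 0.757, rho = 0.0636, p = 0.839) for spongiotrophoblast and r = 0.0119 (p = 0.969, rho = 0.00553, p = 0.988) for syncytiotrophoblast with RIN. Among the 16 with higher numbers it had r = -0.614 (p = 0.00825, rho = -0.561, p = 0.0256) and r = 0.657 (p = 0.00519, rho = 0.629, p = 0.0106) (adjusted p = 0.0165 for each r, over 4 relations).

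The other lists had no call with an estimated correlation for the effect of irradiation. Uterine epithelium markers were negative in 5 of 9, 3 of them at an unadjusted p under 0.05 (median -0.04, adjusted p = 0.573), leukocyte markers in 4 of 11 (median 0.03, adjusted p = 0.628, with a test that pointed lower; Itgam, overlapped on its strand, had -0.62, SE 0.211) and hepatocyte markers in 3 of 3 (median -0.23, adjusted p = 0.342). Smooth muscle markers were positive in 9 of 10 (median 0.34, adjusted p = 0.496, or 0.0198 with a preset correlation), erythroid markers in 8 of 9 (median 0.15, adjusted p = 0.605), mesenchyme markers in 8 of 11 (median 0.04, adjusted p = 0.573, with Postn at 0.35, SE 0.139) and imprinted growth genes in 11 of 21 (median 0.00, adjusted p = 0.962). Without the 5 control placentas, 13 of the 21 imprinted genes were negative (median -0.05), which is a description only. The genes that DESeq2 called for the interaction between irradiation and resorption are the Y-linked Kdm5d and Uty, whose level depends on the sex of the fetus.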
